# Gene Expression Signatures That Predict Radiation Exposure in Mice and Humans

**DOI:** 10.1371/journal.pmed.0040106

**Published:** 2007-04-03

**Authors:** Holly K Dressman, Garrett G Muramoto, Nelson J Chao, Sarah Meadows, Dawn Marshall, Geoffrey S Ginsburg, Joseph R Nevins, John P Chute

## Abstract

**Background:**

The capacity to assess environmental inputs to biological phenotypes is limited by methods that can accurately and quantitatively measure these contributions. One such example can be seen in the context of exposure to ionizing radiation.

**Methods and Findings:**

We have made use of gene expression analysis of peripheral blood (PB) mononuclear cells to develop expression profiles that accurately reflect prior radiation exposure. We demonstrate that expression profiles can be developed that not only predict radiation exposure in mice but also distinguish the level of radiation exposure, ranging from 50 cGy to 1,000 cGy. Likewise, a molecular signature of radiation response developed solely from irradiated human patient samples can predict and distinguish irradiated human PB samples from nonirradiated samples with an accuracy of 90%, sensitivity of 85%, and specificity of 94%. We further demonstrate that a radiation profile developed in the mouse can correctly distinguish PB samples from irradiated and nonirradiated human patients with an accuracy of 77%, sensitivity of 82%, and specificity of 75%. Taken together, these data demonstrate that molecular profiles can be generated that are highly predictive of different levels of radiation exposure in mice and humans.

**Conclusions:**

We suggest that this approach, with additional refinement, could provide a method to assess the effects of various environmental inputs into biological phenotypes as well as providing a more practical application of a rapid molecular screening test for the diagnosis of radiation exposure.

## Abstract 2

John Chute and colleagues report that gene expression patterns in peripheral blood mononuclear cells from mice and humans reflect prior radiation exposure.

## Editors' Summary

**Background.:**

Everyone living on earth is constantly exposed to low levels of ionizing radiation—energy in the form of waves or particles that is powerful enough to strip electrons out of atoms and to break chemical bonds in important biomolecules. These low levels of ionizing radiation come from radioactive chemicals in the ground and cosmic rays, for example, and are relatively harmless. Occasionally, though, individuals are exposed to larger amounts of ionizing radiation, often as a result of medical tests and treatments but sometimes through the accidental or deliberate release of radioactive chemicals. These larger doses, which permanently damage or kill cells, can cause radiation sickness, a condition characterized by bone marrow failure, gut problems, susceptibility to bacterial infections, and other symptoms that develop days or months after exposure to ionizing radiation. Particularly large doses can be lethal but even moderate doses can increase an individual's risk of developing cancer later in life.

**Why Was This Study Done?:**

Some of the effects of ionizing radiation can be reduced if suitable treatment is started immediately after exposure. Unfortunately, it takes several days to estimate the amount of ionizing radiation to which an individual has been exposed. It would be useful to measure personal exposures more quickly, especially in emergency situations where ideally doctors would be able to distinguish rapidly and accurately between the “worried well” and exposed individuals. As cells respond to irradiation by altering the expression of some genes, the researchers in this study investigated whether gene expression profiling (a molecular biology technique that catalogues all the genes expressed by a cell) can be used to define a set of gene expression changes—called a metagene—that differentiates between irradiated and non-irradiated cells.

**What Did the Researchers Do and Find?:**

The researchers exposed mice to no ionizing radiation, a low dose that causes no medical problems, an intermediate dose that damages blood cells, or a lethal dose. Six hours later, they isolated blood cells from the mice, and catalogued which genes each sample expressed. Using this information, the researchers identified and validated metagenes that accurately distinguished between blood samples from non-irradiated and irradiated animals and between samples from animals exposed to different radiation doses. The researchers then developed a metagene for human radiation exposure using blood samples taken from patients before and after total body irradiation given as part of their medical treatment. This metagene correctly identified 18 of 20 pre-irradiation samples and 17 of 20 post-irradiation samples. Finally, the researchers tested whether the radiation metagenes developed in mice could distinguish between samples taken from irradiated and non-irradiated people. Although the high-dose mouse metagene correctly identified all of the samples from healthy donors as being non-irradiated, it correctly identified only two-thirds of the pre-irradiated samples from patients.

**What Do These Findings Mean?:**

These findings indicate that metagenes can be generated that recognize different levels of radiation exposure in mice and people. In the mouse study a metagene was identified that correctly identified in all cases whether a sample came from a non-irradiated mouse or an animal exposed to the lowest dose of radiation. This result suggests that it might be possible to use a metagene to identify exposed individuals among thousands of “worried well” after a radiation emergency. First, however, the mouse and human metagenes identified here need to be refined to improve their accuracy and then validated in more people. The current high-dose mouse metagene may be bad at identifying non-irradiated patients, for example, because of gene expression changes that are a result of the patients' underlying disease or previous medical treatments. By studying additional patients, it might be possible to improve the accuracy of the metagene by taking these radiation-independent changes into account. Finally and more generally, these findings suggest that the metagene approach could be used to monitor people's exposure to other dangerous environmental agents.

**Additional Information.:**

Please access these Web sites via the online version of this summary at http://dx.doi.org/10.1371/journal.pmed.0040106.

- US Environmental Protection Agency offers information on understanding radiation and factsheets on ionizing radiation
- MedlinePlus provides links to information on radiation exposure and pages on radiation sickness
- US Centers for Disease Control and Prevention has information on emergency preparedness and response to radiation emergencies
- Wikipedia has pages on ionizing radiation, radiation poisoning, and expression profiling (note that Wikipedia is a free online encyclopedia that anyone can edit)

## Introduction

Environmental risks and individual genetic repertoires are considered to be the primary influences that dictate a person's susceptibility to disease. However, for any given disease, accurate estimation of the contribution of either environmental influences or genotype to disease development can be difficult. Once an association between a given environmental exposure and a particular biological phenotype has been suggested, it is important, if possible, to prospectively determine whether the environmental exposure has a causative or predictive impact on the biological phenotype.

Ionizing radiation is an example of a ubiquitous and potentially dangerous environmental hazard that has been associated with the development of thyroid cancers, multiple myeloma, and myeloid leukemias in children and adults [1–3]. Following the atomic bombings at Hiroshima and Nagasaki, many studies were performed to assess the incidence of specific genetic mutations, such as *p53* and *HPRT* mutations, in somatic cells from survivors of these events [4–6]. Furthermore, Neel et al. performed comprehensive mortality and phenotype studies of children of atomic bomb survivors, which surprisingly have not revealed an overt increase in mutagenesis or teratogenesis in F_1_ offspring [7–9]. However, a comprehensive characterization of the genetic changes that can occur in human populations exposed to ionizing radiation (e.g., Chernobyl reactor accident victims) has not been performed, and quantification, at the genetic level, of the impact of radiation exposure on the risk of developing such diseases has not been measured.

Recently, the potential hazard of ionizing radiation exposure has been identified as both a public health and national security risk [10–13] in light of the anticipated use of radiological or nuclear materials by terrorists to make “dirty bombs” or “improvised nuclear devices” [10–13]. In addition, preliminary studies have now been performed utilizing gene expression analysis of tumor cells and cell lines [14,15], primary cells [16], rodents [17], and peripheral blood (PB) from small numbers of patients [18] to identify genes whose expression is altered following exposure to radiation. In the event of a dirty bomb or a higher-impact nuclear detonation, thousands of individuals may present for immediate medical attention to determine whether they have been exposed. It would be critical in such an event for caregivers to have the capability to rapidly triage which individuals have received deterministic exposures versus the “worried well”; biological dosimetry becomes even more critical when considered in light of the limitations of the current tools available to estimate an individual's exposure level. Lymphocyte depletion kinetics require several (>3–7) daily complete blood counts to provide accurate prediction of dose received, and decline can lag for 48 hours even in heavily exposed individuals [12,13]. Cytogenetics analyses are the current gold standard to measure the dicentric DNA breaks that occur following radiation exposure [12,13,19] but require several days to complete.

One approach to achieve a faster and potentially highly sensitive measurement of radiation exposure would be the utilization of high-throughput gene expression analyses to identify patterns of molecular changes that occur following exposure. Such an approach, targeting a radiosensitive and easily accessible cell population, such as PB lymphocytes [20], could potentially lead to a validated panel of “radiation response” genes that have yet to be identified and could be translated into a rapidly applicable diagnostic screening test. Our group has utilized genomic analyses to identify genes predictive of prognosis within several types of cancers [21–24] as well as genes that predict patient response to chemotherapy [21]. Gene expression analysis of PB leukocytes has also been applied to distinguish patients with atherosclerosis from individuals without it [25] and to identify variations in gene expression among healthy individuals [26]. We sought to determine whether a similar strategy could be applied to determine which genes will predict different levels of radiation exposure and possibly allow stratification of individuals on the basis of their genomic profiles. We have demonstrated that genome-scale measures of gene expression, together with advanced computational tools, can successfully generate molecular signatures that distinguish clinically relevant levels of radiation exposure in mice and humans.

## Methods

### C57B16 Murine Irradiation Studies

We housed ten-week-old C57Bl6 female mice (Jackson Laboratory, http://www.jax.org) at the Duke Cancer Center Isolation Facility and studied them under specifications approved by the Duke University Animal Care and Use Committee. Mice (*n* = 7–10 per group) were irradiated with either 50 cGy total body irradiation (TBI), 200 cGy, or 1,000 cGy delivered by a Cs137 irradiator at a dose rate of 480 cGy/min. PB (500 μl) was collected via ocular bleed from each irradiated mouse 6 h following exposure of the mice to TBI, and an equal amount was collected from nonirradiated control mice. PB mononuclear cells (MNCs) were collected via Ficoll-Hypaque centrifugation, and total RNA was isolated from these cells as we have previously described [27]. Total RNA quality was assessed by an Agilent Bioanalyzer 2100 (Agilent Technologies, http://www.agilent.com).

### Human Irradiation Studies

Patients undergoing TBI as part of their pretransplantation conditioning and healthy donors were enrolled to participate in this study following a protocol to collect PB samples that was previously approved by the Duke University Institutional Review Board. All patients receiving nonmyeloablative conditioning were treated with 200 cGy of TBI from a linear accelerator at a dose rate of 20 cGy/min. All patients who underwent TBI-based myeloablative allogeneic or autologous stem-cell transplantation received radiation fractionated at 150 cGy per fraction at 20 cGy/min. All patients had PB collected (50 ml) prior to and 6 h following exposure to either 200 cGy or 150 cGy radiation treatment. Certain patients also received 30 mg/m^2^ of fludarabine intravenously on days −5 through −2 and 500 mg/m^2^ of cyclophosphamide intravenously on days −5 through −2 as further immunosuppressive therapy. The irradiation was administered one day prior to the initiation of the fludarabine and cyclophosphamide, and the PB samples were drawn prior to the exposure to these immunosuppressive agents. MNCs were collected from each patient's PB using the identical Ficoll Hypaque methodology described above for mouse MNC collection, and total RNA was isolated.

### DNA Microarrays

Mouse and human oligonucletotide arrays were printed at the Duke Microarray Facility using Operon's Mouse Genome Oligo set (version 3.0) (https://www.operon.com), which contains 31,769 70-mer probes representing 24,878 genes and 32,829 transcripts, and the Operon Human Genome Oligo set version 3.0, which possesses 34,580 optimized 70-mers, representing 24,650 genes.

### RNA and Microarray Probe Preparation and Hybridization

Briefly, 5 × 10^6^ MNCs were pelleted, and total RNA was isolated using the RNAeasy minispin column [27]. Total RNA (2 μg) from each sample (mouse or human) and the universal reference RNA (Universal Human or Mouse Reference RNA, Stratagene, http://www.stratagene.com) were used in probe preparation. The reference RNA allows for the signal for each gene to be normalized to its own unique factor allowing comparisons of gene expression across multiple samples. This serves as a normalization control for two-colored microarrays and an internal standardization for the arrays. The relative ranges of gene expression for each analysis were measured by using the median of ratios (sample/Stratagene universal reference). Briefly, reverse transcription was driven by an oligo (dT) primer bearing a T7 promoter using ArrayScript. The cDNA then underwent second-strand synthesis and clean-up to become a template for in vitro transcription with T7 RNA polymerase. To maximize RNA yield, Ambion's (http://www.ambion.com) proprietary MEGAscript in vitro transcription (IVT) technology was used to generate amplified RNA (aRNA). The antisense aRNA was then fluorescently labeled with Cy3 (reference) and Cy5 (sample). Sample and reference aRNAs were pooled, mixed with 1× hybridization buffer (50% formamide, 5× SSC, and 0.1% SDS), COT-1 DNA, and poly-dA to limit nonspecific binding, and heated to 95 °C for 2 min. This mixture was pipetted onto a microarray slide, a cover slip was placed, and it was hybridized overnight at 42 °C. The array was then washed at increasing stringencies, and scanned on a GenePix 4000B microarray scanner (Axon Instruments, http://www.axon.com). Detailed protocols are available on the Duke Microarray Facility Web site (http://microarray.genome.duke.edu/). The expression levels of representative genes from the gene array analysis were confirmed via real-time quantitative RT-PCR analysis. The High Capacity cDNA Archive kit (Applied Biosystems, http://www.appliedbiosystems.com) was used to generate cDNA from total RNA from each sample. Each sample was assayed in duplicate using 5-ng cDNA (TaqMan Mastermix and TaqMan Gene Expression Assays real-time PCR primers ([Applied Biosystems]) and analyzed on an ABI Prism 7900HT Sequence Detection system (Applied Biosystems) according to the manufacturer's protocol.

### Data Processing and Statistical Analysis

Genespring 6.1 (Agilent Technologies) was used to perform initial data filtering in which spots whose signal intensities below 100 in either the Cy3 or Cy5 channel were removed. To then account for missing values, PAM software (http://www-stat.stanford.edu/∼tibs/PAM/) was used to impute missing values. *k*-nearest neighbor was used where missing values are imputed using a *k*-nearest neighbor average in gene space. For the hierarchical clustering analysis only those genes that varied across all conditions (2,213 probes) were applied through GeneCluster 3.0 [28]. Genes and samples were clustered using average linkage with centered correlation similarity metric, and the results were visualized in JavaTreeview [29]. Gene expression data in the mouse and human predictive analyses were filtered to exclude probe sets that had signal intensities below background signal level as well as genes that did not vary significantly across samples (6,793 mouse probes and 11,319 human probes). The expression signature for each dose response represents a group of genes as a single expression profile and is here derived as the top principal component, or metagene. Prediction analysis of the expression data was performed using MATLAB software as previously described for the analysis of breast cancer samples [22]. When predicting levels of radiation exposure, gene selection and identification is based on training the data and finding those genes most highly correlated to response. Each signature summarizes its constituent genes as a single expression profile and is here derived as the first principal component of that set of genes (the factor corresponding to the largest singular value), as determined by a singular value decomposition. Given a training set of expression vectors (of values across metagenes) representing two biological states (nonirradiated and irradiated), a binary probit regression model is estimated using Bayesian methods. Bayesian fitting of binary probit regression models to the training data then permits an assessment of the relevance of the metagene signatures in within-sample classification, and estimation and uncertainty assessments for the binary regression weights mapping metagenes to probabilities of radiation exposure. To internally validate the predictive capacity of the metagene profiles, we performed leave-one-out cross validation studies as we have previously described [22]. To externally validate the mouse-metagene profiles, we validated against prospectively collected, blinded human PB samples. To map the probe sets across species (mouse to human) we used an in-house program Chip Comparer (http://tenero.duhs.duke.edu/genearray/perl/chip/chipcomparer.pl). Each Operon probeset ID was mapped to a corresponding LocusID. This mapping was done by parsing local copies of LocusLink and UniGene databases to identify the inherent relationship between the GenBank accession number associated with each probeset sequence and its corresponding LocusID. Probesets from different arrays are matched by sharing the same orthologous pair of LocusIDs (across species). A total of 7,101 probes was mapped between the mouse and human operon probe sets and was used in validating the mouse model in the human samples. These patterns were then applied against the human samples in a blinded manner to determine the predictive capacity of each metagene profile against human PB samples from nonirradiated and irradiated patients. Genes found to be predictive of radiation dose were characterized utilizing an in-house program, GATHER (http://meddb01.duhs.duke.edu/gather/). GATHER quantifies the evidence supporting the association between a gene group and an annotation using a Bayes factor [30]. All raw data files are found at http://data.cgt.duke.edu/Chute.php.

## Results

### Development of a Radiation-Response Gene Expression Signature

As a strategy to develop gene expression profiles that could predict different levels of radiation exposure, ten-week-old C57Bl6 mice (*n* = 7 per group) were exposed to either 50 cGy, 200 cGy, or 1,000 cGy TBI as a single fraction from a Cs137 gamma source at a dose rate of 480 cGy/min (Figure 1). We chose these doses of irradiation since each represents an exposure with different expected medical implications. For example, 50 cGy exposure is low level and causes no acute medical deficits; 200 cGy is both immunosuppressive and myelosuppressive and could cause important clinical sequelae (e.g., infections) requiring medical intervention (i.e., antibiotics and growth factor administration); 1,000 cGy would likely be a lethal exposure despite maximal supportive care (i.e., transfusion support and antibiotics). We compared mice irradiated at these doses with nonirradiated control mice (0 cGy). PB samples (500 μl) were collected from each mouse 6 h following irradiation, PB MNCs were isolated via Ficoll Hypaque centrifugation, and total RNA was extracted from the PB MNCs from each mouse in the experimental groups along with seven nonirradiated controls. 

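PB MNCs from 28 C57Bl6 mice were measured, taken 6 h after 50, 200 or 1000 cGy or from nonirradiated controls (0 cGy). There were 7 mice per dose and 1 array per mouse. RNA from each mouse was hybridized to an Operon mouse oligonucleotide array together with a universal mouse reference RNA in the other dye. The authors took the median of ratios at each spot, removed spots with a signal under 100 in either channel, and deposited the log2 ratio of sample to reference for 16722 probes. That the values are log2 was read from the table itself, where 97.4% of the ratios under 4 are whole thousandths after conversion (within 6e-05 log2 units), against 8.06% by chance. Values are missing on 39 to 215 probes per array in controls (median 58), 14 to 77 at 50 cGy (median 21), 24 to 68 at 200 cGy (median 33) and at least 19 at 1000 cGy (median 94), where replicate 7 has the most of all arrays. The lowest ratio in the table, 0.01, stands at 479 values of 241 probes. The table holds no signal intensities, so the number of arrays is the only limit on precision that can be given. The between-array normalization is not given in the sources used here. Before any further step the array medians were -0.19 ± 0.07 in controls, -0.15 ± 0.04 at 50 cGy, -0.29 ± 0.10 at 200 cGy and -0.44 ± 0.06 at 1000 cGy (log2, SD, n = 7). Each array was therefore centred on its own median. A linear model (limma) with 4 group means was fitted to the 16600 probes with at least 5 values in every group, and Benjamini-Hochberg adjusted p under 0.05 made a call. At 1000 cGy the choice of scaling moved the median log2 fold change of all probes from 0.13 with centring to -0.12 without it and to -0.02 after quantile normalization. Probes with the same gene symbol were averaged, which gave 9076 genes, and 26 gene lists fixed before the data were examined were tested with camera at a preset correlation of 0.01 between genes. Each log2 fold change is a group mean minus the control mean, and SE is its standard error.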

Microarray analyses were performed as described in the Methods. We identified genes whose expression most highly correlated with exposure to radiation at a particular dose. Using a filtered gene list of 2,213 transcripts, we first performed an unsupervised analysis of the gene expression data from all samples to determine if there was structure evident in the expression information that reflected radiation exposure. Indeed, as shown in Figure 2A, an analysis of the data by hierarchical clustering revealed clear patterns of gene expression that separated the nonirradiated samples from the irradiated samples. Moreover, it was also evident that the clusters separated the samples as a function of radiation dose. These conditions of radiation exposure resulted in distinct gene expression events.

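In the 21 irradiated mice taken together, genes transcribed by p53 after DNA damage were higher than in the 7 controls, and genes of ribosome assembly and of B cells were lower. Of 29 measured p53 target genes, 22 rose and 2 fell (22 and 2 adjusted over the list alone), with a median log2 fold change of 0.53 (limma camera, adjusted p = 1.2e-08). Of 21 ribosome biogenesis genes, 20 fell (20 adjusted over the list alone), with a median of -0.51 (limma camera, adjusted p = 5.19e-11). Of 12 B cell markers, 11 fell (11 adjusted over the list alone), with a median of -1.78 (limma camera, adjusted p = 2.25e-12). These 3 calls held with an estimated correlation (adjusted p = 0.0126, adjusted p = 6.06e-05 and adjusted p = 0.00906). Of 10 T cell markers, 1 rose and 1 fell (1 and 1 adjusted over the list alone), and the list was not called (limma camera, adjusted p = 0.981). Relative to the controls, the mean log2 ratio of these markers was 0.18 ± 0.07 at 50 cGy, 0.08 ± 0.07 at 200 cGy and -0.15 ± 0.12 at 1000 cGy (SD, n = 7). The pooled comparison therefore averages values of opposite sign. Over all probes, 4150 rose and 3670 fell (limma), while without centring of the arrays 3012 rose and 4752 fell. Average-linkage clustering with centred correlation was run on the 2213 probes with the largest SD. Its first division placed the 7 controls with the 7 mice given 50 cGy and the 14 mice given 200 or 1000 cGy apart from them. This division gave an adjusted Rand index of 1, where 1 is a complete match (one-sided permutation test, p = 1e-05, the smallest that the 100000 shuffles can give). The grouping so tested was not among those planned and repeats what the tree showed, so its p gives no independent support. Set against the planned division into control and irradiated mice, the same 2 clusters gave an index of 0.229 (p = 0.0058 from the permutation test). Taken over these probes, which are not independent replicates, the mean Pearson r between a control and an irradiated sample was 0.396 at 50 cGy, -0.382 at 200 cGy and -0.500 at 1000 cGy.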

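From 50 to 200 cGy, markers of neutrophils and genes of the NF-kB and inflammatory response rose, and from 200 to 1000 cGy p53 target genes rose further and B cell markers fell further. Of 7 neutrophil markers, 7 were higher at 200 than at 50 cGy (7 adjusted over the list alone), with a median log2 difference of 2.04 (limma camera, adjusted p = 7.56e-07, and adjusted p = 0.0469 with an estimated correlation). Of 21 NF-kB and inflammatory genes, 16 were higher and 1 was lower (16 and 1 adjusted over the list alone; adjusted p = 4.94e-08, but adjusted p = 0.0639 with an estimated correlation). From 200 to 1000 cGy, 21 of 29 p53 target genes rose and 2 fell (22 and 2 adjusted over the list alone), with a median of 0.68 (adjusted p = 3.73e-11, and adjusted p = 0.00441 with an estimated correlation). Of 12 B cell markers, 10 fell (12 adjusted over the list alone), with a median of -1.29 (adjusted p = 5.13e-16, and adjusted p = 0.00337 with an estimated correlation). Interferon-stimulated genes rose over the same step, with 22 of 27 higher and 1 lower (23 and 1 adjusted over the list alone; adjusted p = 3.84e-10, but adjusted p = 0.124 with an estimated correlation). Over all probes, 3141 were higher and 3358 lower at 200 than at 50 cGy, and 3180 higher and 2479 lower at 1000 than at 200 cGy (limma, n = 7 per group). Without centring, these splits were 1900 and 4798, and 1719 and 4051. When the tree was divided into 4 clusters, the match with the 4 dose groups was closer than in any shuffle of the labels (adjusted Rand index, permutation test, p = 1e-05, the smallest that the shuffles can give). The first cluster held the 7 mice given 50 cGy with control replicates 5 and 6, and the second the other 5 controls. The mice given 200 cGy were divided over both remaining clusters, 4 of them beside replicate 5 at 1000 cGy and 3 beside the other 6 mice at 1000 cGy. Within a dose the mean r between samples was 0.483 in controls, 0.649 at 50 cGy, 0.284 at 200 cGy and 0.590 at 1000 cGy, and between 200 and 1000 cGy it was 0.295.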

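At 50 cGy the 10 largest rises included Gchfr, the feedback regulator of GTP cyclohydrolase (log2 fold change 2.05, SE 0.377, adjusted p = 0.000814 from limma, n = 7 per group), and the chemokine Cxcl5 (1.52). The 10 largest falls at this dose included the matrix protein gene Dpt (-1.22) and the chemokine receptor gene Cxcr4 (-0.69, SE 0.136, adjusted p = 0.00155 from limma). At 200 cGy the largest rises were in Bst1 (3.80), an ectoenzyme of myeloid cells, and Lcn2 (3.77), a protein of neutrophil granules, and the largest fall was in Vpreb3 (-2.62), a gene of the B lineage. At 1000 cGy the largest rise was in Slfn4, an interferon-responsive gene of myeloid cells (5.68, SE 0.370, adjusted p = 3.11e-13 from limma), and the largest fall in Scd1, which encodes a fatty acid desaturase (-5.44, SE 0.186, adjusted p = 3.37e-19). Genes of the B cell lineage fell with dose. At 50 cGy 1 of the 12 measured B cell markers fell (1 adjusted over the list alone), with a median of -0.30, and the list was not called (limma camera, adjusted p = 0.052). At 200 cGy 11 fell (11 adjusted over the list alone; median -1.69, adjusted p = 1.48e-10, and adjusted p = 0.025 with an estimated correlation), and at 1000 cGy 12 fell (12 over the list alone; median -3.21, adjusted p = 3.05e-12, and adjusted p = 0.00986 with an estimated correlation). Of 8 platelet and megakaryocyte markers, 3 rose at 50 cGy (4 adjusted over the list alone; adjusted p = 0.00928, but adjusted p = 0.73 with an estimated correlation). All 8 rose at 200 cGy (8 adjusted over the list alone; adjusted p = 0.000976) and at 1000 cGy (8 over the list alone; adjusted p = 0.000672), but with an estimated correlation these were adjusted p = 0.244 and adjusted p = 0.22. The 10 T cell markers were called at no dose (limma camera, adjusted p = 0.104, 0.688 and 0.277), and their median of 0.13 at 200 cGy became -0.19 after quantile normalization. The 7 markers of NK and cytotoxic cells were called at no dose either (limma camera, adjusted p = 0.529, 0.389 and 0.108), with a median of 0.39 at 1000 cGy that became -0.13 after quantile normalization. Of the 9076 genes, 728 rose and 352 fell at 50 cGy, 2106 and 1843 at 200 cGy, and 3702 and 2353 at 1000 cGy.

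**Figure D1:**
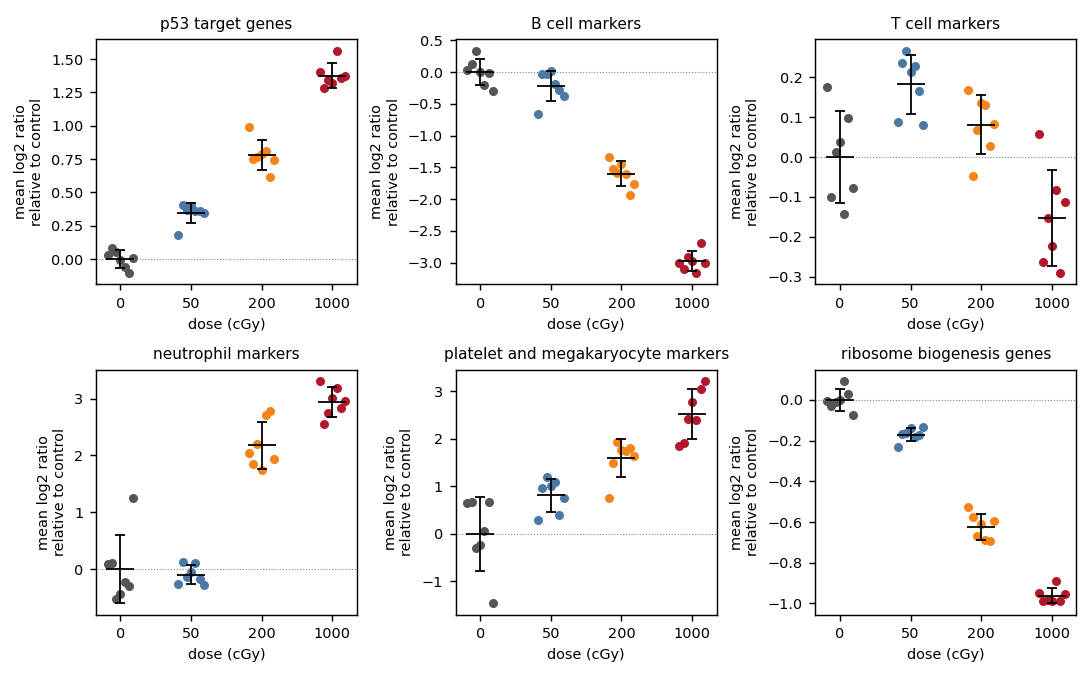
Mean log2 ratio of 6 gene lists in each mouse, relative to the control mean, by dose (x axis, cGy). Points are mice, and bars are the mean ± SD of 7 mice. B cell marker scores were -0.22 ± 0.24 at 50 cGy, -1.60 ± 0.20 at 200 cGy and -2.98 ± 0.15 at 1000 cGy, and neutrophil marker scores were 2.18 ± 0.41 and 2.94 ± 0.26 at 200 and 1000 cGy, with control replicate 7 at 1.25.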

**Figure 1:**
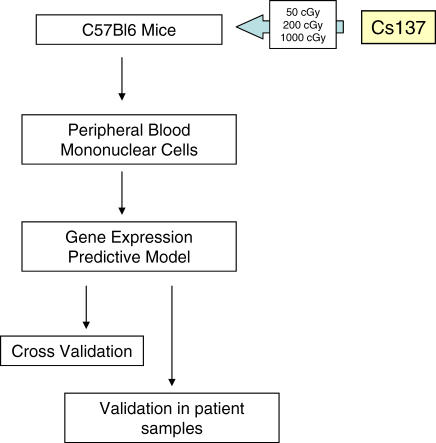
Scheme for Development of Radiation Response Expression Signature PB MNCs were collected from control (0 cGy), 50 cGy-irradiated, 200 cGy-irradiated, and 1,000 cGy-irradiated C57Bl6 mice. Gene array analyses were performed on RNA isolated from *n* = 7 replicates from each condition, and metagene profiles were developed to represent the four different levels of radiation exposure. A leave-one-out cross-validation study was performed, which revealed the highly predictive nature of these metagene profiles. Finally, these profiles were independently validated by blinded analysis of PB samples from human patients who had undergone TBI to determine the capacity for these profiles to predict human radiation exposure.

**Figure 2:**
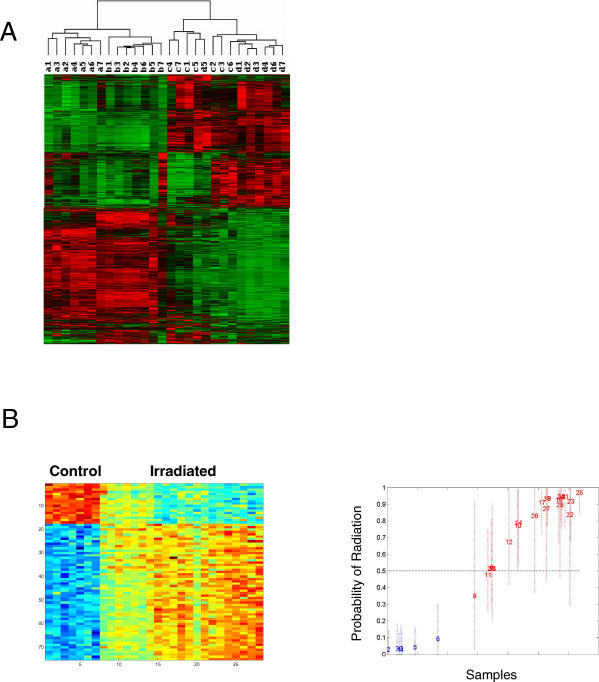
Gene Expression Profiles that Reflect Radiation Exposure (A) Clustering of samples based on gene expression patterns reflects radiation exposure. Hierarchical cluster analysis of a filtered list of 2,213 probe sets from expression data of PB MNCs from mice irradiated at varying dosages is shown (a, normal; b, 50 cGy; c, 200 cGy; d, 1,000 cGy). Each gene is represented by a single row, and each sample is represented by a single column. The color red represents expression ratios of overexpressed genes, green represents expression ratios of underexpressed genes, and black represents expression ratio of 0 (similar expression in both samples). The relative expression ranges from 0.02 to 610. (B) A supervised analysis to identify an expression profile that distinguishes control samples from irradiated samples is shown. On the left, PB MNCs were prepared from either control mice or mice irradiated at the indicated dose. RNA was extracted and used for the synthesis of probes for microarray analysis. The left images depict the expression pattern of genes selected for classifying irradiated samples from control. The expression of genes is standardized to zero mean and unit variance across samples, which are displayed with each row as a gene ordered vertically by the estimated regression weights. Each column is a sample from an independent experiment. High expression is depicted as red, and low expression is depicted as blue, and the range of expression is from 0.02 to 610. The images on the right depict leave-one-out cross validation of the classification probabilities at each dose. Each sample, including the controls and the irradiated samples, is predicted as a probability of exhibiting a gene expression signature reflecting the irradiated sample's specific pattern along with 95% confidence intervals indicated as dashed vertical lines. Each sample is plotted as its predicted probability of radiation response (red) versus nonresponse (blue) on the basis of the analysis of the remaining samples. Each sample is represented as a number in the chronological order of the dose of radiation received; e.g., samples 1–7 are from nonirradiated controls, 8–14 are from 50-cGy irradiated animals, 15–21 are from 200-cGy irradiated animals, and 22–28 are from 100-cGy irradiated animals.

Given the evident patterns of gene expression reflecting exposure to radiation, we then used a supervised binary regression analysis to specifically focus on those patterns of gene expression, or what we term metagenes, that best classified and predicted the event of radiation exposure. Based upon a filtered gene list of 6,793 probes, a pattern of gene expression could be identified that effectively distinguished the control animals from those that were irradiated (Figure 2B). 

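The 75 probes that best separated the 21 irradiated mice from the 7 controls were mostly higher after irradiation, with 58 higher and 17 lower. Among the highest ranked were Exoc4, Gng5 and Usp47, chosen after their values were seen. Exoc4, a subunit of the exocyst complex that tethers secretory vesicles, had a log2 fold change of 0.74 at 50 cGy, 1.15 at 200 cGy and 1.58 at 1000 cGy (SE 0.101 each, mean of 3 probes; adjusted p = 2.53e-05, 3.75e-10 and 1.94e-13 from limma, n = 7). Gng5, a subunit of heterotrimeric G proteins, had values of 0.98, 1.55 and 1.76 at the 3 doses (SE 0.111). Usp47, a deubiquitinating enzyme, was lower at each dose, with values of -0.48, -0.38 and -0.59 (SE 0.0891). A single gene symbol was listed for 45 of the 75 probes. The probes were chosen by their absolute correlation with the class among the 6793 probes with the largest SD. When each mouse was left out in turn, 48 of the 75 were chosen every time.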

A critical aspect of these analyses is the ability to validate the classifications, testing that a pattern reflecting the radiation response does indeed have the capacity to actually predict the status of an unknown sample as opposed to being merely a chance association. To verify that these patterns did indeed represent genes reflecting the exposure to radiation, we utilized a leave-one-out cross-validation to assess the ability of the pattern to predict the relevant samples (Figure 2B, right). The results demonstrate that the pattern selected for distinguishing control animals from those irradiated at various doses does indeed have the capacity to predict the status of these samples. 

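Of the 28 mice, 27 were assigned to the right class when each was left out of the ranking of probes by class and of the model. This is 96.4% (95% Clopper-Pearson interval 81.7 to 99.9%). The 6793 candidate probes, taken by SD without use of the class, and the filled-in missing values came from all 28 mice. The control mice had a predicted probability of irradiation between 0.0276 and 0.162. In the mice given 200 cGy the lowest probability was 0.994, and in those given 1000 cGy every value rounded to 1.00. At 50 cGy, 6 of the 7 mice had probabilities from 0.839 to 0.984. The mouse assigned wrongly was replicate 1 at 50 cGy, with a probability of 0.487 (95% interval 0.00867 to 0.978) against a threshold of 0.5. Its p53 target genes had a mean log2 ratio 0.18 above the control mean, below the 0.35 to 0.40 of the other 6 mice at this dose. The same array had the most missing values of its group, 77. The probability came from a Bayesian probit regression (prior SD 3) on the first principal component of the 75 probes chosen in each fold.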

We conclude from these results that it is possible to identify a gene expression signature that reflects a response to radiation.

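Most of the measured genes that p53 switches on after DNA damage rose in the 21 irradiated mice. Most genes of ribosome assembly fell, as did most B cell markers in the same mice. Phlda3, an inhibitor of Akt signalling, was higher than in controls by a log2 value of 3.47 (SE 0.129, adjusted p = 5.52e-18 from limma). Psrc1, a spindle-associated protein gene, was higher by 3.19 (SE 0.114), and Ccng1, cyclin G1, by 2.23 (SE 0.0827). Dkc1, the pseudouridine synthase of small nucleolar ribonucleoproteins, had a value of -1.47 (SE 0.0808, adjusted p = 4.16e-14 from limma). Gnl3, a nucleolar GTPase, had a value of -1.25 (SE 0.0716). These are differences of the mean of the 3 dose groups from the controls. From the pattern of expression that separates controls from irradiated animals and from the prediction of left-out samples (Figure 2B), the paper concludes that a gene expression signature of the response to radiation can be identified.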

### Radiation Dose-Specific Gene Expression Signatures

Given the ability to develop a signature reflecting radiation response, we proceeded to determine if expression signatures could be identified that were specific to the actual level of radiation. As shown in Figure 3A–3C (left), a series of profiles was identified that distinguished the control samples from samples irradiated at increasing doses. 

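Ccng1, Psrc1, Ei24 and G3bp1 were in the signature of each dose against the controls, with ranks at 50, 200 and 1000 cGy of 1, 11 and 10 for Ccng1, 8, 16 and 20 for Psrc1, 9, 17 and 4 for Ei24, and 14, 2 and 36 for G3bp1. At 50 cGy, Ccng1 ranked first (log2 fold change 1.44, SE 0.101, adjusted p = 2.99e-10 from limma, n = 7 per group) and Psrc1 had a value of 1.83, and of the 100 probes 84 were higher and 16 lower. At 200 cGy the highest-ranked named gene was G3bp1, a protein of stress granules (-1.32), followed by Prpf4b, a kinase of the splicing machinery (-0.81, SE 0.0758, mean of 3 probes), and 50 probes were higher and 50 lower. Hspa9, a mitochondrial chaperone, was also among the first 10 at this dose (-0.92). At 1000 cGy, Cd79b, a signalling chain of the B cell receptor, ranked first (-5.30, SE 0.111, adjusted p = 3.4e-24 from limma), Blnk, an adaptor of the same receptor, ranked sixth (-3.38, SE 0.139), and Hvcn1, a proton channel of B cells, seventh (-3.89, SE 0.138). Of the 100 probes at this dose 61 were higher and 39 lower. G3bp1 and Prpf4b were chosen after their values were seen. The number of probes chosen in every fold was 54 at 50 cGy, 47 at 200 cGy and 68 at 1000 cGy, and a single gene symbol was listed for 61, 64 and 56 of the probes. Candidates were the 6793 probes with the largest SD over the 14 mice of each comparison.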

And again, each of these profiles was then validated via leave-one-out cross validation analysis, demonstrating the capacity to accurately predict the status of a sample treated as an unknown (Figure 3A–3C, right). This is most clear when distinguishing controls from 200 cGy or 1,000 cGy exposures (Figure 3B and 3C), possibly reflecting more pronounced effects on transcription at these higher dose exposures. Nevertheless, the results are quite clear that there are patterns that can be discerned with an ability to predict exposure to radiation.

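In each of the 3 comparisons of a dose with the controls, 14 of 14 mice were assigned to the right class when left out (95% Clopper-Pearson interval 76.8 to 100%). For Cdkn1a, which encodes p21, the log2 fold change was 1.17 at 50 cGy (SE 0.126, adjusted p = 1.05e-06 from limma), 2.44 at 200 cGy and 3.24 at 1000 cGy, and each of the 7 mice at each dose lay above all 7 controls. For Phlda3 the values were 1.96 (SE 0.159), 3.41 and 5.05, again with no overlap with the controls. Cdkn1a was chosen after its values were seen. Separation of all 7 irradiated mice from all 7 controls has an exact two-sided permutation p of 0.000583 for a single measure. With 7 mice per group the width of the interval is set by the number of arrays.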

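The number of probes that changed rose with dose, and so did the size of the change in p53 targets and in genes of ribosome assembly. Against the controls, 1367 probes rose and 852 fell at 50 cGy (13.4% of the 16600 probes tested), 3688 rose and 3468 fell at 200 cGy (43.1%), and 6360 rose and 4796 fell at 1000 cGy (67.2%; limma, n = 7 per group). Without centring of the arrays the counts were 1331 and 547 at 50 cGy, 2797 and 4345 at 200 cGy and 3974 and 6610 at 1000 cGy, and after quantile normalization they were 1747 and 1177, 3349 and 3968, and 4402 and 5362. At 50 cGy limma with weights for array quality called 4343 probes. Gnl3, a nucleolar GTPase of ribosome assembly, had a log2 fold change of -0.44 at 50 cGy, -1.23 at 200 cGy and -2.09 at 1000 cGy (SE 0.0878, n = 7). Dkc1 had values of -0.73, -1.43 and -2.25 at the same doses (SE 0.0990). Rps27l, a ribosomal protein paralog that p53 induces, had values of 0.47, 1.32 and 1.80 (SE 0.0770, chosen after its values were seen). The SD of log2 ratios within an array also differed with dose, with means of 1.48 in controls, 1.42 at 50 cGy, 1.54 at 200 cGy and 1.69 at 1000 cGy.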

**Figure 3:**
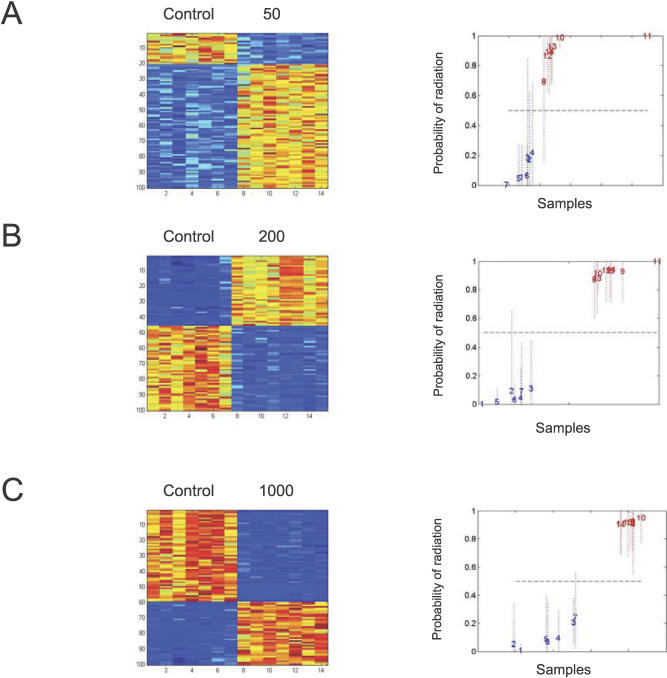
Gene Expression Profiles that Predict Dose of Radiation Exposure The left images depict the expression pattern of genes selected for classifying control, nonirradiated samples versus 50-cGy (A), 200-Gy (B), or 1,000-cGy (C) exposure. The right graphs depict a leave-one-out cross validation of the classification probabilities of control versus 50 cGy (A), control versus 200 cGy (B), or control versus 1,000 cGy (C). High expression is depicted as red, and low expression is depicted as blue; the relative expression levels for 0 versus 50 cGy range from 0.29 to 10.5, 0 versus 200 cGy range from 0.26 to 26.3, and 0 versus 1,000 cGy range from 0.17 to 48.77. Each sample is represented as a number in the chronological order of the dosed sample.

The profiles that can distinguish between a control animal and one exposed to various doses of radiation are based on a collection of 75–100 genes per profile. 

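Profiles of 100 probes per dose, chosen from 1 set of 6793 probes for all doses, held both higher and lower genes. At 50 cGy 69 probes were higher than in controls and 31 lower, at 200 cGy 54 were higher, and at 1000 cGy 61 were higher. Tcp1, a subunit of the cytosolic chaperonin, was in the profiles of 50 and 200 cGy, with log2 fold changes of -0.42 and -0.95. Tfrc, the transferrin receptor, was in the profile of 200 cGy (-1.98, SE 0.112, adjusted p = 1.5e-13 from limma, n = 7). Fcrla (-4.52, SE 0.172), an Fc receptor-like protein of B cells, and Hs3st1 (-4.15, SE 0.145), a heparan sulfate sulfotransferase, were in the profile of 1000 cGy. Dcxr, a dicarbonyl and xylulose reductase, was in the profiles of 50 and 1000 cGy, with log2 fold changes of 1.32 (SE 0.147) and 3.49. Probes were ranked by their absolute correlation with dose against control over 14 mice.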

A complete list of these discriminatory genes (annotated genes and ESTs) is provided in Table S1. 

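Members of the 26 gene lists were counted in each profile of 100 probes. The profile of 50 cGy held 7 p53 target genes, all higher, namely Ccng1, Psrc1, Ei24, Phlda3, Cdkn1a, Dcxr and Aen, and 2 ribosome biogenesis genes, Dkc1 and Gnl3, both lower. The profile of 200 cGy held 8 p53 target genes, of which 7 were higher and Sesn1, a stress-induced regulator of mTORC1, was lower, 3 B cell markers, Cd79b, Blnk and Ms4a1, all lower, and the ribosome biogenesis genes Dkc1 and Gnl3, both lower. At 1000 cGy the profile held 9 p53 target genes, of which 8 were higher and Sesn1 was lower, 4 B cell markers, Cd79b, Blnk, Ly6d and Pou2af1, all lower, and 4 ribosome biogenesis genes, Dkc1, Gnl3, Nop56 and Fbl, all lower. Sesn1 had a log2 fold change of -1.67 at 200 cGy and -2.61 at 1000 cGy (SE 0.129, adjusted p = 4.43e-11 and 1.16e-15 from limma, n = 7). Ly6d, a surface protein of B lineage cells, had a value of -4.02 at 1000 cGy, and Pou2af1, a coactivator of B cell transcription, one of -4.21 (SE 0.156). No T cell, monocyte or neutrophil marker of these lists was among the 100 probes at any dose, and the ranking is by separation and not by size of change.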

The gene ontology categories represented by the genes selected for distinguishing various levels of radiation exposure are summarized in Table S2. The most significant annotations are shown in order of decreasing significance. Of note, while 21 annotated genes were overexpressed in common between the 200 cGy and 1,000 cGy exposure levels, only two annotated genes, *etoposide-induced 2.4 mRNA (Ei24), protein-phosphatase 1 regulatory inhibitor subunit 2 (Ppp1r2),* and three nonannotated genes, *M300006426, M300017997, M300015969,* were found to be in common across the three different profiles (Figure S1). 

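Ei24, an etoposide-induced target of p53, and Ppp1r2, an inhibitor subunit of protein phosphatase 1, were in the profiles of all 3 doses. Ppp1r2 had a log2 fold change of 0.61 at 50 cGy (SE 0.0853, adjusted p = 3.71e-05 from limma, n = 7), 1.44 at 200 cGy and 1.56 at 1000 cGy. Its rank at 1000 cGy was 98, and it was not in all 3 profiles with 50 probes, with all probes as candidates, without centring or after quantile normalization, while Ei24 was in each of these. The probe M300015969 had values of 0.97, 1.00 and 1.21 (SE 0.0990), was in the profile of 50 cGy with rank 23, and at 200 and 1000 cGy it ranked 357 and 471. The probe M300017997 had values of -0.44, -0.67 and -1.03 (SE 0.0991), and M300006426 values of -0.51, -0.69 and -0.81 (SE 0.0784). M300017997 was in none of the 3 profiles, and in that of 50 cGy with 200 probes. M300006426 was not among the 6793 probes ranked for the profiles, but it was in the profile of 50 cGy with all probes as candidates and without centring, and it ranked 34 in the signature of 50 cGy against control and was chosen in all 14 folds. In all, 11 probes were in all 3 profiles. Of these, 8 were higher, for Ccng1, Psrc1, Ei24, Phlda3, Cdkn1a, Ppp1r2, Aen and the unnamed probe M300017510, and 3 were lower, for G3bp1, Dkc1 and Gnl3. Aen, an exonuclease gene induced by p53, has 2 probes, and the mean of both gave a value of 0.22 at 50 cGy (adjusted p = 0.0905 from limma), while the probe in the profile gave 0.59. The profiles of 200 and 1000 cGy shared 28 higher probes, 13 of them with a gene symbol, and 11 lower ones. The number shared by all 3 was 6 with 50 probes per profile, 27 with 200, and 19 with ranking by moderated t, and with all probes as candidates it was 7.

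**Figure D2:**
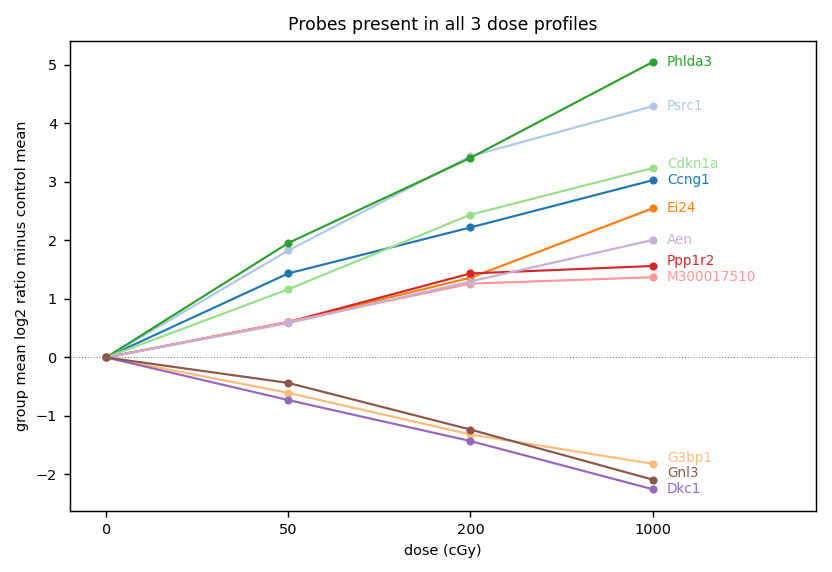
Group mean minus control mean (y axis, log2) by dose (x axis, cGy) for the 11 probes in all 3 profiles. Each line is a probe and each point a mean of 7 mice. Ei24 goes from 0.61 at 50 cGy to 2.55 at 1000 cGy, and Dkc1 from -0.73 to -2.25.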

Quantitative real-time PCR analysis confirmed the integrity of the gene expression levels obtained in the gene arrays (Figure S1). Moreover, a dose-response effect was not evident in the majority of genes within the metagene profiles; for example, of the 100 genes within the profile of 50-cGy exposure, only 12 (12%) demonstrated a further increase in expression at 200 cGy and 1,000 cGy. 

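Array values are given here for Ei24 and for Ptprcap, which encodes a protein associated with the CD45 phosphatase of lymphocytes. The log2 ratio of Ei24 to the reference RNA was 0.05 ± 0.10 in controls, 0.65 ± 0.06 at 50 cGy, 1.41 ± 0.16 at 200 cGy and 2.59 ± 0.12 at 1000 cGy (SD, n = 7 mice). Each step between doses was larger than the spread between mice, with a difference of 0.76 from 50 to 200 cGy (adjusted p = 4.63e-09 from limma) and 1.19 from 200 to 1000 cGy (adjusted p = 1.81e-12). The log2 ratio of Ptprcap was 3.05 ± 0.21 in controls, 3.10 ± 0.25 at 50 cGy, 2.74 ± 0.21 at 200 cGy and 2.69 ± 0.27 at 1000 cGy. Its log2 fold change was 0.04 at 50 cGy (SE 0.125, adjusted p = 0.848 from limma), -0.31 at 200 cGy (adjusted p = 0.0457) and -0.36 at 1000 cGy (adjusted p = 0.0133), and the groups overlapped. PCR values were not analysed here.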

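Of the 69 probes higher at 50 cGy in the profile of that dose, 53 had higher means at both 200 and 1000 cGy than at 50 cGy. They included the p53 targets Ccng1, with log2 fold changes of 2.22 at 200 cGy and 3.03 at 1000 cGy, and Psrc1, with 3.44 and 4.29 (SE 0.139, n = 7). Adcy6, an adenylyl cyclase, had values of 0.62, 0.85 and 1.14 (SE 0.116). The means of the other 16 probes were not both above the mean at 50 cGy. Among these, Tnfaip8l1, a member of the TNFAIP8 family, had values of 0.54 at 50 cGy, -0.24 at 200 cGy (adjusted p = 0.162 from limma) and -0.77 at 1000 cGy (SE 0.138). Adcy6 and Tnfaip8l1 were chosen after their values were seen. In 50 of the 53 the means rose at every step, and in 41 both higher doses were above 50 cGy at an adjusted p under 0.05 from limma. The number was 31 with 50 probes per profile, 96 with 200, 23 with all probes as candidates, 40 of 81 without centring and 39 of 78 after quantile normalization. In 100 simulations of each setting with no change beyond 50 cGy, a test chosen after the values were seen except for the main setting, it was up to 49 in the main setting, 23 with 50 probes and 76 with 200, all below the numbers found, and up to 41 with all probes, 58 without centring and 48 after quantile normalization, all above them. The simulated means were 17.5 in the main setting, 17.5 with all probes, 19.5 without centring and 16.4 after quantile normalization.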

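Of the 1367 probes higher at 50 cGy than in controls, 887 were also higher at 200 cGy, 790 at 1000 cGy and 762 at both, while 26 were lower at 200 cGy and 218 lower at 1000 cGy (limma, n = 7 per group). Of the 852 probes lower at 50 cGy, 583 were also lower at 200 cGy and 533 at 1000 cGy, and 107 were higher at 1000 cGy. At 1000 cGy, 515 of the 1367 were higher than at 50 cGy and 545 were lower than at 50 cGy in the test between these doses. Without centring these were 411 and 643 of 1331 probes, and after quantile normalization 366 and 821 of 1747, while over all probes the same test gave 6700 higher and 4993 lower, and 4394 and 7088 without centring. Srxn1, a sulfiredoxin that restores oxidized peroxiredoxins, is among the genes higher at each dose, with log2 fold changes of 1.21, 2.05 and 2.55. Zap70, a kinase of T cell receptor signalling, went the other way, with 0.40 at 50 cGy (adjusted p = 0.0127 from limma), 0.17 at 200 cGy (not called) and -0.40 at 1000 cGy (adjusted p = 0.00137). Lat, the adaptor of the same pathway, had 0.55 at 50 cGy (SE 0.108), 0.26 at 200 cGy and -0.26 at 1000 cGy, and its call at 200 cGy was lost without centring and its value there became -0.00 after quantile normalization. Between 200 and 1000 cGy, 3367 higher and 3088 lower probes were shared. The 3 comparisons share 1 set of 7 controls, so their calls are not independent. The 1367 probes were chosen for a high mean at 50 cGy, so a test against that same mean favours lower values at 1000 cGy.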

Taken together, these data suggest that each different level of radiation exposure induced a unique hierarchy of transcriptional events, rather than an escalating biological response from a select group of genes. 

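Ei24 had a log2 fold change of 1.36 at 200 cGy (SE 0.0730, adjusted p = 5.09e-14 from limma) and 2.55 at 1000 cGy (adjusted p = 9.36e-21), with all 7 mice above all 7 controls at each dose. It is 1 of 29 measured genes on the list of p53 targets. At 50 cGy 10 of the 29 rose (13 higher and 2 lower adjusted over the list alone), with a median of 0.22 (camera adjusted p = 3.17e-05, but adjusted p = 0.133 with an estimated correlation). At 200 cGy 19 rose and 4 fell (20 and 4 adjusted over the list alone), with a median of 0.49 (adjusted p = 1.2e-06, and adjusted p = 0.0326 with an estimated correlation). At 1000 cGy 22 rose and 2 fell (24 and 2 adjusted over the list alone), with a median of 1.19 (adjusted p = 2.12e-08, and adjusted p = 0.0153 with an estimated correlation). The mean log2 ratio of the list, relative to controls, was 0.78 ± 0.11 at 200 cGy and 1.38 ± 0.09 at 1000 cGy (SD, n = 7). Besides Sesn1, the members that fell at 200 cGy were Plk2, a polo-like kinase (-0.67), Pmaip1, the BH3-only protein Noxa (-0.39), and Ddb2, a protein of nucleotide excision repair (-0.25).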

The overexpression of *Ei24* in all three profiles suggests the integrity of these predictors, since this is a pro-apoptotic factor that would be expected to be up-regulated in response to ionizing radiation exposure [31]. 

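Each gene list called at 50 cGy was also called at 200 and 1000 cGy, and each list called at 1000 cGy was also called at 200 cGy. At 50 cGy 5 of the 26 lists were called, a number reached in 39 of 100 splits of the samples, namely p53 targets, ribosome biogenesis, translation factors, heat shock and chaperone genes, and platelet and megakaryocyte markers, and with an estimated correlation none was. At 200 and 1000 cGy 17 and 16 lists were called, numbers reached in 2 and 10 of the 100 splits, and with an estimated correlation 7 and 6 were. Of 19 heat shock and chaperone genes, 6 fell at 50 cGy (1 rose and 11 fell adjusted over the list alone), with a median log2 fold change of -0.27 (camera adjusted p = 0.000273, but adjusted p = 0.406 with an estimated correlation). At 200 and 1000 cGy 16 of them fell at each dose (16 adjusted over the list alone; medians -0.72 and -1.04; adjusted p = 9.25e-07 and 1.47e-07, but adjusted p = 0.0646 and adjusted p = 0.0601 with an estimated correlation). The chaperone gene Hsp90aa1 had values of -0.69, -0.82 and -1.01 at the 3 doses. Of 17 oxidative stress response genes, 1 rose and 1 fell at 50 cGy (adjusted p = 0.847), while 9 rose and 1 fell at 200 cGy (9 and 1 adjusted over the list alone; adjusted p = 0.0038, but adjusted p = 0.0665 with an estimated correlation). Hmox1, heme oxygenase 1, had values of 1.61 at 200 cGy and 1.92 at 1000 cGy (SE 0.119, n = 7). B cell markers fell and neutrophil markers rose in the same mice at 200 and 1000 cGy, though with an estimated correlation the neutrophil list was called at neither dose. A list past the threshold at one dose and not at another is not shown to differ between them.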

Taken together, these results suggest that the response does reflect biological events associated with radiation and that distinct biological processes are activated as a function of radiation dose.

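The profiles of 50 and 200 cGy shared 23 of 100 probes, those of 50 and 1000 cGy 15, and those of 200 and 1000 cGy 39. Shared by 50 and 1000 cGy but absent from 200 cGy were Dcxr and Gng5, while Cd79b, Blnk and Rps27l were shared by 200 and 1000 cGy only. Cd79b had a log2 fold change of -0.40 at 50 cGy (SE 0.111, adjusted p = 0.0186 from limma, n = 7), a call that was lost without centring and after quantile normalization, and -2.41 at 200 cGy. Blnk had a value of -1.95 at 200 cGy. Simulated groups with no change, set against the same controls, shared 16.7, 14.5 and 12.9 probes on average for these pairs (highest 32, 33 and 32 of 100 simulations). Only the overlap of 200 and 1000 cGy lies above these. In the data 13.4, 43.1 and 67.2% of probes were called at the 3 doses. Groups with no change therefore cannot decide how much the shared controls add to the other 2 overlaps. Because the 3 doses share 1 set of controls, overlaps were also counted with the 7 controls split into parts of 3 and 4. This gave means of 12.8, 10.9 and 16.8 shared probes over 70 splits for the same pairs of doses. Simulated groups with no change then gave at most 5.53, 5.01 and 7.26, so all 3 overlaps lie above them. Profiles of the same dose made from separate parts of the mice shared 15.0 probes at 50 cGy, 11.3 at 200 cGy and 17.6 at 1000 cGy (means of 50 draws), and profiles of different doses made this way shared 7.82, 6.50 and 10.9.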

The fact that the gene expression profiles selected for predicting each dose of radiation were largely nonoverlapping suggested that these were distinct profiles and thus suggested the potential for developing predictors that could not only distinguish radiation from control but that could also distinguish the dose of radiation. To address this possibility, we redeveloped the predictors of radiation response by focusing on the development of profiles that would distinguish a particular dose of radiation from not only control samples but also from each of the other irradiated samples. As shown in Figure 4 (left), expression profiles were identified that distinguished 50 cGy, 200 cGy, and 1,000 cGy samples not only from control samples but also from each of the other irradiated samples. 

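Some genes had their lowest or highest values at 1 dose. At 50 cGy, Gadd45a, a growth arrest gene induced by DNA damage, had a log2 fold change of -0.85 (SE 0.209, adjusted p = 0.00857 from limma, n = 7), with 0.33 at 200 cGy (adjusted p = 0.22) and 0.89 at 1000 cGy. Cask, a scaffold protein with a kinase domain, had -0.29 at 50 cGy, 0.87 at 200 cGy and 1.06 at 1000 cGy (SE 0.0852, mean of 3 probes). At 200 cGy, Igfbp4, which binds insulin-like growth factors, had 1.01 (SE 0.130), with 0.34 at 50 cGy (adjusted p = 0.0826 from limma) and -0.07 at 1000 cGy (adjusted p = 0.659). Tnfsf9, the ligand of the costimulatory receptor 4-1BB, had 1.54 at 200 cGy and 0.68 at 1000 cGy (SE 0.164). At 1000 cGy, Gtse1, a p53-regulated gene of the G2 and S phases, had 2.05 (SE 0.152), with 0.44 at 200 cGy. These 5 genes were chosen after their values were seen. The signatures against all other mice held 50 probes for 50 cGy (26 higher and 24 lower), 75 for 200 cGy (55 and 20) and 50 for 1000 cGy (23 and 27). Of these, 29, 45 and 28 were chosen in every fold.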

A leave-one-out cross-validation analysis confirmed the effectiveness of these profiles toward distinguishing one level of radiation exposure versus the other levels (Figure 4, right). 

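In the signature of 1000 cGy against all other mice Fcrla ranked 1 and Ly6d 4, both lower, and in that of 50 cGy Il18, a cytokine that acts on T and NK cells, ranked 10 and had -0.48 at 50 cGy and 0.77 at 1000 cGy (SE 0.109, n = 7, chosen after its values were seen). With each mouse left out in turn, 28 of 28 were assigned rightly for 1000 cGy (95% Clopper-Pearson interval 87.7 to 100%). The lowest probability of a mouse given 1000 cGy was 0.883 and the highest of any other mouse 0.431. For 50 cGy the lowest probability of a mouse given that dose was 0.750, and 20 of the 21 other mice were below the threshold. For 200 cGy, 22 of 28 were assigned rightly, which is 78.6% (interval 59.0 to 91.7%), with 4 of the 7 mice given 200 cGy and 18 of the 21 others. A rule that assigned no mouse to 200 cGy would be right for all 21 others, so 22 is little above it.

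**Figure D3:**
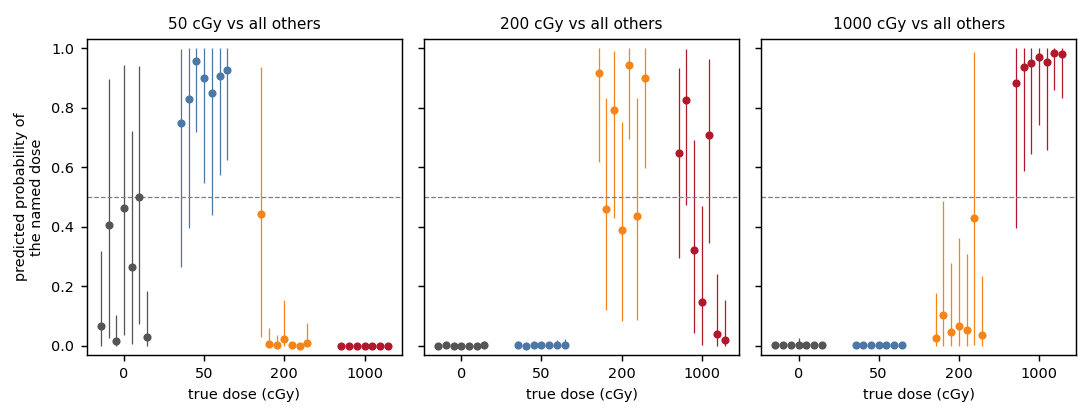
Predicted probability (y axis) that a left-out mouse received 50, 200 or 1000 cGy against all other mice, by the dose it received (x axis, cGy). Points are the 28 mice, lines are 95% intervals of the probability, and the dashed line is the threshold of 0.5. For 1000 cGy the 7 exposed mice lie above the line and the 21 others below it.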

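The mice assigned wrongly were 1 for 50 cGy, 6 for 200 cGy and 0 for 1000 cGy, of 28 in each comparison. For 50 cGy it was control replicate 6, with a probability of 0.501 (95% interval 0.0711 to 0.940). For 200 cGy they were replicates 2, 4 and 6 at 200 cGy, with probabilities of 0.461, 0.389 and 0.436, and replicates 1, 2 and 5 at 1000 cGy, with 0.647, 0.827 and 0.707. No control and no mouse given 50 cGy was assigned to 200 cGy. Genes that separate 200 from 1000 cGy include Phlda3, with a difference of 1.64 (adjusted p = 3.26e-08 from limma, n = 7 per group), and Cd79b, with a difference of -2.89 (adjusted p = 4.57e-17). Ppp1r2 differed by 0.13 between these doses (adjusted p = 0.248 from limma). With the probes chosen on all 28 mice, outside the folds, 1 mouse was assigned wrongly for 200 cGy, and the left-out mouse then takes part in the choice. Whether the paper chose its genes anew in each fold is not stated.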

In each case, the profiles developed for a particular radiation dose proved to be highly accurate in predicting the relevant samples, with only one incorrectly categorized sample from *n* = 28 analyzed in each experiment.

**Figure 4:**
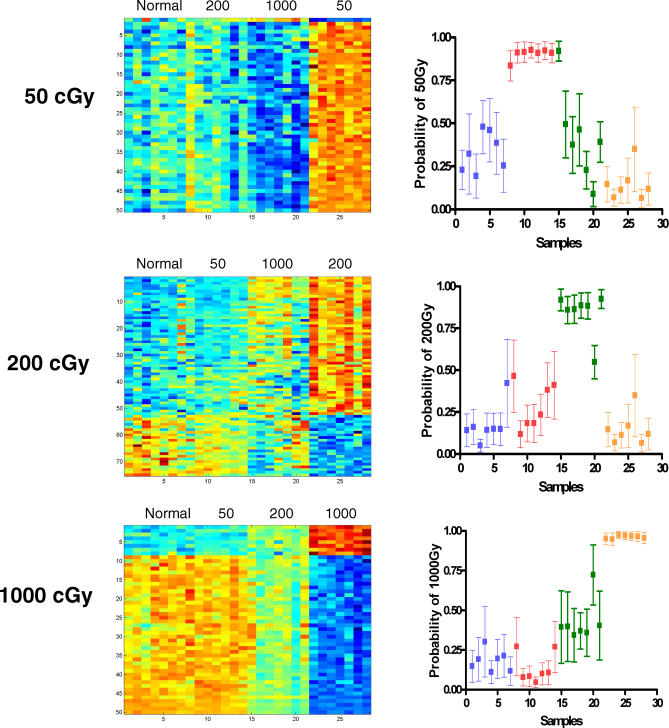
Gene Expression Profiles Can Distinguish Different Levels of Radiation Exposure To internally validate the metagene profiles, the predictive capacity of each profile was analyzed with regard to distinguishing nonirradiated samples from each of the irradiated samples. The heatmaps in the left depict the expression profiles of genes selected to discriminate the dose of radiation; high expression is depicted as red, and low expression is depicted as blue; the ranges of relative expression levels are the same as in Figure 3: 0 versus 50 cGy range from 0.29 to 10.5, 0 versus 200 cGy range from 0.26 to 26.3, and 0 versus 1,000 cGy range from 0.17 to 48.77. The right graphs depict a leave-one-out cross validation analysis to demonstrate that in each case, the profiles developed for a particular radiation dose predicted the relevant samples with a high level of accuracy. The samples from normal (nonirradiated) mice are represented as blue, samples from 50-cGy irradiated are red, samples from 200-cGy irradiated are green, and samples from 1,000-cGy irradiated mice are orange. As shown, the predictors for 50-cGy, 200-cGy, and 1,000-cGy irradiation misclassified only one sample out of 28 analyzed in each case, indicating a high level of accuracy of prediction.

### A Radiation Response Signature Can Predict Radiation Exposure in Human Samples

As a complementary approach, we sought to develop a metagene profile of human radiation exposure solely using PB samples collected from healthy donors and stem cell transplant patients prior to and six hours following TBI with 150 cGy or 200 cGy. For these studies, 22 patients were enrolled who received 200 cGy as a single fraction prior to a nonmyeloablative transplant. A total of nine patients were enrolled who received myeloablative fractionated irradiation (1,350 cGy) prior to allogeneic stem cell transplant, and five patients were enrolled who received myeloablative fractionated TBI (1,200 cGy) prior to autologous transplant. PB samples were also collected from three patients prior to receiving nonradiation-based conditioning as well as 18 healthy donors. The clinical characteristics of the enrolled patients are summarized in Table S3. Sufficient RNA was isolated from all 18 healthy human donors, 33 patients prior to receiving TBI or high dose chemotherapy conditioning, and 27 irradiated patients. For the gene expression analysis, a filtered human gene list of 11,319 probes was utilized. A supervised binary regression analysis identified a metagene profile of 25 genes (Figure 5A), which effectively distinguished the nonirradiated human samples from those from irradiated patients. A leave-one-out cross-validation analysis confirmed that this profile correctly predicted the human samples with an overall accuracy of 90%, a sensitivity of 85%, and a specificity of 94% (Figure 5A). Analysis of the 20 patients from whom both pre- and postirradiation samples were available demonstrated that the human metagene profile accurately predicted 18 of 20 (90%) preirradiation samples and 17 of 20 (85%) postirradiation samples. A Mann-Whitney log rank test was performed, which demonstrated a highly significant difference between the predicted probabilities of the healthy donors, nonirradiated patients, and the irradiated patients (*p* < 0.0001). The list of genes contained within the human predictor is provided in Table S4. The gene ontology categories represented by the human genes selected for distinguishing various levels of radiation exposure are summarized in Table S5.

**Figure 5:**
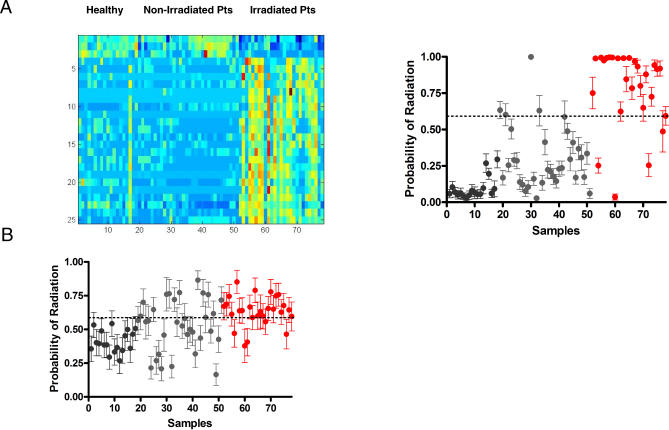
Metagene Profiles Generated in Mice and Humans Can Predict Radiation Exposure (A) A metagene profile of human radiation exposure generated in humans is represented. The heatmap on the left depicts the expression profiles of genes (rows) selected to discriminate the human samples (columns); high expression is depicted as red, and low expression is depicted as blue with the relative expression level ranging from 0.06–139.0. Healthy, healthy donors; Non-Irradiated Pts, nonirradiated patients; Irradiated Pts, irradiated patients. In the right image samples from irradiated patients are shown in red, whereas the samples from nonirradiated patients (gray) and healthy donors (black) are shown. The human metagene profile correctly distinguished 90% (85% sensitivity and 94% specificity) of the irradiated human samples versus the nonirradiated human samples. (B) A metagene profile of human radiation exposure generated in mice is represented. Samples from irradiated patients are shown in red, whereas the samples from nonirradiated patients (gray) and healthy donors (black) are shown. In an external validation study, the metagene profile of 1,000 cGy from the mouse successfully identified 77% (82% sensitivity and 75% specificity) of the irradiated human samples versus the nonirradiated human samples.

To extend this analysis further, we asked if the predictive signature developed in the mouse could cross over to predict radiation exposure in humans. The potential advantage of this approach is the utility of the mouse in developing dose-specific signatures, something not easily achievable with human participants. For these studies, the same patient samples analyzed in Figure 5A were employed as a validation set for the mouse predictors. A total of 7,101 probes were mapped between the mouse and human operon probe sets and were used in validating the mouse model in the human samples. Of the three mouse predictors, the human homolog of 1,000 cGy (271 genes) showed the highest accuracy of prediction of the human samples. This predictor identified the human samples with an overall accuracy of 77%, sensitivity of 82%, and specificity of 75% (Figure 5B). Interestingly, the mouse predictor was 100% accurate (18/18) in identifying the samples from healthy donors as nonirradiated, but less accurate in distinguishing samples from pre-stem-cell transplant patients as nonirradiated (20/33, 61%). A Mann-Whitney log rank analysis demonstrated a highly significant difference between the predicted probabilities of the samples from healthy donors, nonirradiated patient samples, and the samples from irradiated patients (*p* < 0.0001). Taken together, these results indicate that this metagene profile of radiation response developed in the mouse performed exceptionally well in identifying healthy individuals as nonirradiated but less well in individuals with complex and advanced malignancies who had received extensive prior chemotherapy and radiotherapy. However, when this heterogeneous patient population underwent acute (therapeutic) radiation exposure, the accuracy of the metagene profile increased, demonstrating the sensitivity of the profile to detect 150- or 200-cGy exposure even within a markedly heterogeneous human population. Of note, only one gene, *protein kinase C-eta (PRKCH),* an anti-apoptotic factor [32], was found to be in common between the human derived predictor (25 genes) and the human homolog of the mouse 1,000 cGy predictor (271 genes). These data suggest that certain aspects of the molecular response to radiation may be very different in rodents compared to humans.

## Discussion

The ability to assess exposure to ionizing radiation, both to measure adverse effects that might result from low level exposure and to assess the extent of exposure following exposure to high-level radiation, could have a significant impact on subsequent clinical care. With this in mind, we have sought to develop gene expression signatures that could reflect radiation exposure and have the capacity to discriminate based on the exposure level. More broadly, these studies have the potential to identify specific genes and pathways involved in radiation-induced cellular damage and, therefore, targets for radioprotective intervention. 

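Of 26 translation factor genes, 6 fell at 50 cGy (7 adjusted over the list alone; limma camera, adjusted p = 0.0143, but adjusted p = 0.392 with an estimated correlation), 14 fell and 1 rose at 200 cGy (16 and 1 over the list alone; adjusted p = 8.36e-06) and 18 fell at 1000 cGy (adjusted p = 6.1e-07), and the last 2 calls held with an estimated correlation (adjusted p = 0.025 and adjusted p = 0.00986). Eef1g, a subunit of elongation factor 1, had a log2 fold change of -0.41 at 50 cGy (SE 0.0722, n = 7), -0.78 at 200 cGy and -0.91 at 1000 cGy. Of 16 aminoacyl-tRNA synthetase genes, 14 fell at 200 cGy (15 adjusted over the list alone; median -0.38, adjusted p = 2.78e-06, and adjusted p = 0.0382 with an estimated correlation) and 15 at 1000 cGy (median -0.70, adjusted p = 5.21e-07, and adjusted p = 0.0246 with an estimated correlation). Among them Vars, the valyl-tRNA synthetase, had values of -1.45 and -2.15 (SE 0.121). Of 53 cytosolic ribosomal protein genes, 8 rose and 5 fell at 50 cGy (9 and 5 adjusted over the list alone; adjusted p = 0.856), 7 rose and 20 fell at 200 cGy (7 and 21 over the list alone; median -0.14, adjusted p = 0.00435, but adjusted p = 0.309 with an estimated correlation), and 7 rose and 33 fell at 1000 cGy (7 and 33 over the list alone; median -0.28, adjusted p = 7.1e-06, but adjusted p = 0.119 with an estimated correlation), with Rpl3 at -0.92 (SE 0.0798). Rps19 rose at every dose, with 0.49 at 200 cGy and 0.52 at 1000 cGy (SE 0.0613), and Rps12 had 0.56 at 50 cGy (SE 0.0875). Of 27 interferon-stimulated genes, 1 rose at 50 cGy (adjusted p = 0.996), 19 rose and 2 fell at 200 cGy (20 and 2 adjusted over the list alone; adjusted p = 1.53e-06, but adjusted p = 0.203 with an estimated correlation), and 26 rose and 1 fell at 1000 cGy (26 and 1 over the list alone; adjusted p = 1.29e-08, but adjusted p = 0.119 with an estimated correlation). Ifit1, which binds viral RNA, had values of 1.39 and 3.47 at 200 and 1000 cGy (SE 0.213), and Oas2, an oligoadenylate synthetase, 2.46 and 3.63. Of 6 MHC class II genes, which present antigen on B cells and other cells, 4 fell at 200 cGy (4 adjusted over the list alone; adjusted p = 0.0144) and 5 at 1000 cGy (5 over the list alone; adjusted p = 0.00188), but with an estimated correlation these were adjusted p = 0.337 and adjusted p = 0.22. Cd74, the invariant chain, had -1.27 and -2.91 (SE 0.194). In the same mice 7 of 7 neutrophil markers rose at 200 cGy (median 2.30, adjusted p = 1.03e-05, but adjusted p = 0.0646 with an estimated correlation) and at 1000 cGy (median 2.90, adjusted p = 0.000142, but adjusted p = 0.116 with an estimated correlation). Of 11 monocyte markers, 9 rose at 200 cGy (11 adjusted over the list alone; adjusted p = 1e-05, and adjusted p = 0.0383 with an estimated correlation) and 11 at 1000 cGy (adjusted p = 7.27e-05, but adjusted p = 0.0601 with an estimated correlation).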

An examination of the functional categories represented within the mouse radiation profiles revealed protein and cellular biosynthesis and immune response as highly represented gene predictor functions (Table S2). Additionally, individual genes involved in DNA repair (e.g., *recombination activating gene 1 [Rag1]*) [33] as well as hematopoietic cell activation *(membrane spanning 4-domains, subfamily A, member 1 [Ms4a1]*) [34] were identified. 

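Ms4a1, which encodes the B cell surface protein CD20, had a log2 fold change of -0.42 at 50 cGy (SE 0.181, adjusted p = 0.122 from limma, n = 7), -1.59 at 200 cGy (adjusted p = 4.39e-08) and -2.02 at 1000 cGy (adjusted p = 1.79e-10). It ranked 77 in the profile of 200 cGy and outside the first 100 probes at 50 and 1000 cGy. Cd79a, the partner chain of the B cell receptor, had values of -1.86 and -3.20 at 200 and 1000 cGy. Among the 16722 deposited probes, none with a single gene in the platform annotation is named for Rag1, so no value can be given for it. Of 30 measured DNA repair genes, 2 rose and 1 fell at 50 cGy (2 and 2 adjusted over the list alone; limma camera, adjusted p = 0.856). At 200 cGy 15 fell and 3 rose (15 and 3 adjusted over the list alone), with a median of -0.36 (adjusted p = 0.000494, and adjusted p = 0.0326 with an estimated correlation), and at 1000 cGy 16 fell and 3 rose (16 and 3 over the list alone), with a median of -0.42 (adjusted p = 0.000318, and adjusted p = 0.0246 with an estimated correlation). Parp1, which marks DNA breaks with poly(ADP-ribose), had values of -1.49 and -2.11 at these doses (adjusted p = 1.01e-11 and 1.27e-15 from limma). Polk, a polymerase that copies past damaged bases, rose to 1.27 and 2.30 (SE 0.115). Polb, the polymerase of base excision repair, rose by 0.61 at 50 cGy and 0.36 at 200 cGy, with 0.14 at 1000 cGy (adjusted p = 0.168 from limma). The markers of B cells, which are part of the PB MNCs measured, fell in the same mice.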

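Of 16 measured pro-apoptotic genes, 2 rose at 50 cGy, 7 rose and 2 fell at 200 cGy, and 8 rose and 2 fell at 1000 cGy, and the list was called at no dose (limma camera, adjusted p = 0.847, 0.15 and 0.108). Fas, the death receptor, had log2 fold changes of 1.39 at 200 cGy and 1.71 at 1000 cGy (SE 0.140, n = 7). Bbc3, the BH3-only protein Puma, had values of 0.41 at 50 cGy, 0.35 at 200 cGy and 0.83 at 1000 cGy, and its call at 50 cGy was lost after quantile normalization. Aifm1, the mitochondrial apoptosis-inducing factor, had values of -0.54 and -0.95 at 200 and 1000 cGy. Of 8 anti-apoptotic genes, none changed at 50 cGy, 2 rose and 1 fell at 200 cGy, and 4 rose and 1 fell at 1000 cGy, and this list was not called either (limma camera, adjusted p = 0.856, 0.285 and 0.277). Pim1, a survival kinase, had 1.86 and 2.13, and Mcl1, a BCL2 family member that blocks apoptosis, had 1.10 and 1.09 at 200 and 1000 cGy. The rotation test fry, which does not set a list against the other genes, called both lists as higher at 200 and 1000 cGy (limma, adjusted p = 1.15e-07 and 5.4e-13 for the first list, and adjusted p = 1.48e-05 and 2.52e-08 for the second).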

More generally, biological processes including apoptosis (e.g., *Ei24*) were highlighted. While it may be premature to consider how the biological processes represented by the radiation response genes we have identified may be exploited for therapeutic purposes, these results clearly provide clues to guide future studies focused on this goal.

A more practical application of these methods can be seen in the context of heightened concerns regarding the risk of terrorist-mediated attacks using radiological or nuclear weapons. These articulated concerns have prompted renewed focus on the development of countermeasures to the effects of ionizing radiation injury [10–13]. Experimental models have demonstrated that many interventions aimed at ameliorating the effects of radiation depend on the early administration of such therapies (e.g., cytokine administration for marrow protection), after which their effectiveness wanes [20,35,36]. In the event of a “dirty bomb” or detonation of an “improvised nuclear device,” it is clear that thousands to tens of thousands of individuals, many of whom will represent the “worried well,” will present for medical evaluation [10–13] as occurred following the accidental Cs137 exposure in Goiania, Brazil [37]. Since the symptoms of ionizing radiation exposure can be mild to absent within the first days to weeks, it would be difficult for health care professionals to distinguish those truly exposed from the “worried well” without a rapid and sensitive test to make this distinction. In this study, we show that patterns of gene expression changes (metagenes) in the PB can be identified that distinguish medically relevant levels of radiation exposure. For example, the metagene profile we developed for 0-cGy exposure (nonexposed) demonstrated 100% accuracy in distinguishing nonexposed mice from those exposed to as little as 50 cGy. This approach therefore has the potential to facilitate the correct identification of the “worried well” from those even with relatively low-level radiation exposure, which would be a critical first step in any mass casualty event. 

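At 50 cGy the 7 exposed mice had predicted probabilities between 0.660 and 0.991 and the 7 controls between 0.00721 and 0.109. The lowest exposed value was that of replicate 1, with a 95% interval from 0.0166 to 1, and the next lowest was 0.960. The genes that separated these mice included Lamtor1, a late endosomal scaffold of mTORC1 signalling (log2 fold change 0.57, SE 0.0989, adjusted p = 0.000443 from limma), S100a13, a calcium-binding protein (0.71, SE 0.0966), and Rps19, a ribosomal protein (0.50), each with all 7 mice above all 7 controls. Lamtor1 and S100a13 were chosen after their values were seen. Without replicate 1 at 50 cGy, 2428 probes differed from the controls, and leaving out other single mice of either group gave between 1536 and 2219.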

Not surprisingly, the metagene profiles we developed to predict higher levels of radiation exposure (200 cGy and 1,000 cGy) provided more obvious distinction than the 50-cGy profile with regard to distinguishing any level of irradiation versus nonirradiated samples.

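The mice given 200 and 1000 cGy had lowest probabilities of 0.951 and 0.960 in their own comparison with the controls, and the highest controls were at 0.184 and 0.0754. Genes called by limma with no overlap between exposed and control mice were more numerous at these doses, with 870 higher and 840 lower at 200 cGy and 1327 higher and 1171 lower at 1000 cGy, against 258 and 125 at 50 cGy (chance gives no overlap, called or not, for 0.0583% of genes). Lcn2, a neutrophil granule protein that binds iron carriers, reached a log2 fold change of 4.93 at 1000 cGy (SE 0.267, adjusted p = 7.91e-15 from limma, n = 7). Bst1 reached 4.13 at 1000 cGy, and Cd14, the monocyte coreceptor for endotoxin, 3.67 at 200 cGy (SE 0.341). The control with the highest probability in both comparisons was replicate 7, whose neutrophil markers also stood above those of the other controls.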

The approach we have taken to utilize gene expression profiles to predict radiation exposure has been further validated by our human studies in which a metagene profile generated solely from human samples demonstrated an accuracy of 90% in distinguishing healthy donors, nonirradiated patients, and irradiated patients. Given the heterogeneous nature of the human population we have studied, this level of accuracy of the human predictor in distinguishing irradiated and nonirradiated patients was encouraging. The fact that a highly accurate predictor could be generated from the human samples also demonstrates the potential for identifying relevant information in human PB samples. We plan to externally validate this predictor against a larger cohort of irradiated patients and anticipate that further analysis and refinement of these human signatures could generate a predictor of radiation response with substantial accuracy. Comparison of this human metagene profile of radiation response with a set of human radiation-induced biomarkers described by Amundson et al. [18] revealed only one transcript, DNA-damage binding-protein 2, which was overexpressed in both studies. The lack of overlap between these two studies may reflect differences in gene representation on the different arrays utilized (Human Operon array representing 24,650 genes versus a 6,485-element cDNA array) or the different number of patient samples that underwent array in each study (60 patients versus one patient) [18].

As further proof-of-principle of the potential application of these predictive tools to human patients, we sought to prospectively test the metagene profiles of radiation response developed in mice against PB samples collected from both healthy volunteers and stem cell transplantation patients prior to and six hours following TBI with 150 cGy or 200 cGy. The mouse predictor of 1,000 cGy demonstrated an overall accuracy of 77% in predicting the human PB samples correctly. Given that this is the first study, to our knowledge, to attempt to apply a metagene profile to predict radiation response in humans and the heterogeneous nature of the patients being studied, we believe this level of accuracy is encouraging. Moreover, the 100% accuracy of the mouse predictor in identifying 18 healthy donors as “nonirradiated” suggests the potential utility of this approach in screening healthy members of a given community for radiation exposure. Conversely, the lower level of accuracy of the mouse predictor in identifying nonirradiated transplant patients as “nonirradiated” (61%) indicates that further refinement of this signature will be necessary and that such an approach may have difficulty when testing individuals with complex diseases or those undergoing medical therapies. Since a variety of hematological diseases were represented in this patient cohort, and 37 of the 39 patients (95%) had received some form of cytotoxic chemotherapy prior to enrollment, we were unable, in this study, to measure the impact of these two variables on gene expression in these patients. We anticipate that enrollment of additional patients over time will allow the impact of these factors to be more formally measured.

The relative radioresistance of rodents compared to humans also may have impacted the accuracy of the mouse-metagene profiles when applied against human samples [38–41]. For example, several studies have demonstrated that primary human cells in culture are 2- to 4-fold more sensitive to the deleterious effects of ionizing radiation as compared to rodent cells in culture [38–41]. In this study, the 200-cGy mouse-metagene profile successfully distinguished only 62% of the 200-cGy irradiated human samples, whereas the mouse 1,000-cGy metagene profile demonstrated substantially better accuracy (77%). Examination of additional doses of radiation in mice over time will provide the potential for further refinement of the mouse predictor as applied against human samples. Moreover, since the mouse-metagene profiles described here were generated from female, adult mice from a single strain, we recognize that additional studies of both genders, young and old mice, multiple strains, and the impact of time on the stability of the metagene profiles will be important for further refinement of this approach. Nonetheless, the fact that a mouse profile could predict human radiation exposure suggests that further refinement of the mouse signature, to include profiles derived from higher doses, could be effective in generating a dose-specific predictor of human radiation exposure.

Finally, we return to what we believe represents a more general implication of this work. Although prediction of radiation exposure can be viewed as a practical goal, radiation exposure can also be seen more generally as an “environmental exposure,” which now can be quantified. In principle, it should be possible to extend the concept more broadly to a variety of other relevant environmental agents, such as toxins, carcinogens, and others that have a significant impact on human phenotypes. An ability to provide a quantitative measure of the environmental contribution to various phenotypes, along with measures of the genetic contribution, could enhance the ability to more accurately describe and understand these phenotypes.

## Supporting Information

Figure S1 Distinct Gene Expression Profiles Are Activated as a Function of Radiation Dose (A) A Venn diagram of three mouse-metagene profiles is shown. The diagram illustrates the number of genes within the 50-cGy, 200-cGy, and 1,000-cGy mouse-metagene profiles and the intersection of genes represented in common between the three profiles. Only five genes were found to be in common between the three metagene profiles, suggesting that distinct biological processes were activated as a function of radiation dose.
(B) Quantitative real-time PCR analysis of representative genes within the metagene profiles is shown. The fold changes in expression of *Ei24* (top) and *Ptprcap* (bottom) in the PB of irradiated mice are shown relative to the nonirradiated control group. Error bars indicate standard deviation. The levels of expression of these genes correlated with that observed in the gene array analysis. A dose-response to increasing radiation dose was observed with *Ei24* but not with *Ptprcap*.
(41 KB PPT)

Table S1 Genes that Distinguish Radiation Responses in Mice (342 KB DOC)

Table S2 Top Gene Predictor Functions Found within the Mouse Prediction Model Genes that were defined in the metagenes were annotated in GATHER (http://meddb01.duhs.duke.edu/gather/), which quantifies the evidence supporting the association between a gene group and an annotation using a Bayes factor [41]. This assesses the hypothesis that the distribution of annotations varies across gene groups against the hypothesis that the distribution is identical. A positive Bayes factor indicates that the evidence supports the association, while a negative one indicates no association. Its magnitude corresponds to the strength of the evidence for the association, where higher values are stronger (ln[Bayes factor]). The ten most significant ontology annotations are shown in order of decreasing significance. The most highly represented biological processes for each radiation dose are shown in the left column. The middle column shows the number of genes within the metagene against the number of annotated genes within the mouse genome. The far right column shows the Bayes factor and those genes within the radiation signature that are found within the biological process.
(55 KB DOC)

Table S3 Patient Characteristics (26 KB DOC)

Table S4 Genes that Distinguish Radiation Response in Humans (45 KB DOC)

Table S5 Top Gene Predictor Functions Found within the Human Prediction Model Genes that were defined in the human radiation metagenes were annotated in GATHER (http://meddb01.duhs.duke.edu/gather/) [41] and represented as described in Table S2.
(45 KB DOC)

### Accession Numbers

The Gene Expression Omnibus (GEO [http://www.ncbi.nlm.nih.gov/geo]) accession number for the microarray data from this study is GSE6874.

## Abbreviations

MNC: mononuclear cell
PB: peripheral blood
TBI: total body irradiation

How the deposited data were processed for this re-analysis (not part of the article)

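Gene expression was measured in PB MNCs of 28 C57Bl6 mice, taken 6 h after 50, 200 or 1000 cGy of total body irradiation or from nonirradiated controls (0 cGy). There were 7 mice per dose and 1 two-colour array per mouse. The authors labelled sample RNA and a universal mouse reference RNA with different dyes, scanned the arrays, took the median of ratios per spot, removed spots with a signal under 100 in either channel, and deposited the values as log2 ratios of sample to reference. That the deposited values are log2 ratios was checked on the table, where ratios under 4 are whole thousandths after conversion for 97.4% of values. The between-array normalization was not given in the sources used here. The table has 16722 probes, 2174 missing values on 1135 probes, and 479 values at a ratio of 0.01, the lowest in the table. It has no intensities, so no depth or signal over background can be given, and the 7 arrays per dose set the precision.

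Each array was centred on its median. limma 3.58.1 (R 4.3.3) fitted 4 group means to the 16600 probes with at least 5 values in each group, and 122 probes were left out. Calls were made at a Benjamini-Hochberg adjusted p under 0.05. The platform annotation lists 1 gene for 10820 probes, several for 232 and none for 5670, and only probes with 1 gene were named. Probes of 1 gene were averaged, which gave 9076 tested genes. Among the deposited probes with 1 gene, none is named for Rag1 or Prkch. No genome build goes with the array, so no coordinates are given. The 26 gene lists were tested with camera at a preset correlation of 0.01, and also with an estimated correlation and with fry. They are p53 targets, DNA repair, pro-apoptotic and anti-apoptotic genes; markers of B cells, T cells, NK and cytotoxic cells, monocytes, neutrophils, erythroid cells and platelets; MHC class II and class I, interferon-stimulated, ribosomal protein, translation factor, aminoacyl-tRNA synthetase, ribosome biogenesis, proteasome, oxidative phosphorylation, cell cycle, immediate early, NF-kB and inflammatory, heat shock, glucocorticoid-responsive and oxidative stress genes. Genes were named by a fixed rule: for each dose the 10 largest rises and 10 largest falls among called genes with no overlap between exposed and control mice, the 3 members of each list with the smallest adjusted p, and the genes the paper names. Some genes, such as Sesn1 and Aen, are named because all list members in a profile, or all shared probes, are given. Other genes are said to be chosen after their values were seen.

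Clustering used the 2213 probes with the largest SD, average linkage and centred correlation, and its match with the groups was tested with 100000 shuffles of the labels. Predictions left out each sample in turn, chose the probes by absolute correlation with the class among 6793 variable probes in the remaining samples, took the first principal component, and fitted a Bayesian probit regression with a prior SD of 3 and a threshold of 0.5. The variable probes were taken by SD over all samples of a comparison, the left-out sample included. Missing values were filled from 10 nearest neighbours for these steps, also over all samples. Signatures held 75 probes for any irradiation, 100 for each dose against control, and 50, 75 and 50 for 50, 200 and 1000 cGy against all other mice. Profiles of 100 probes per dose were compared for shared probes and for a further increase, which is a mean above that at 50 cGy at both higher doses. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and scikit-learn 1.9.0 were used.

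Alternatives were no centring, quantile normalization, array weights, robust variance moderation, a block for the replicate number, other limits on missing values, only the groups compared, 1 probe per gene, each sample left out, other numbers of probes, other linkage, ranking by moderated t, nearest centroid, a prior SD of 1, selection outside the folds and other definitions of a further increase. The value at the lowest ratio taken as missing was added after the data were seen. The array with the most missing values is among the samples left out in turn, which was planned, but it was singled out after the data were seen. Replicate numbers do not pair the samples: the mean residual r of samples with the same number was -0.0171 over 42 pairs, against 0.00203 for other pairs, and 2 of 28 samples were closest to their own number. The models were tested on simulated data with 200 changed probes of 15587. At a log2 change of 1, 86.6% were recovered at 50 cGy, 92.5% at 200 cGy and 92.5% at 1000 cGy, and 8.89%, 3.53% and 4.17% of calls were false. Overlaps of profiles were also counted with separate controls for each dose, a test added after the data were seen. With no planted difference the predictions had 5.9 of 14 and 20.7 of 28 samples right on average over 10 draws. The human samples, PCR values and supplementary tables were not analysed.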

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

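The tests of larger neutrophil share, of a lower B cell share and of splits for counts of probes and gene lists were chosen after the result was seen. Among 120 groups of 7 values (list scores and array measures by dose), 21 held a value far from the other 6, where chance gives about 1 in 20, or 6. Scores are mean log2 ratios of a list relative to the control mean. Replicate 1 at 50 cGy accounts for 10 of them. Its p53 target score was 0.18 (others 0.35 to 0.40), pro-apoptotic -0.11, anti-apoptotic -0.16, aminoacyl-tRNA synthetase -0.20, proteasome -0.084, oxidative phosphorylation 0.028, immediate early -0.20 and glucocorticoid-responsive -0.35, and it had 77 missing values and 33 values at the lowest ratio. Among the exposed mice it also had the lowest probability in the prediction of any irradiation. Replicate 5 at 1000 cGy had a p53 target score of 1.56 (others 1.28 to 1.40), MHC class I 0.67, ribosome biogenesis -0.89 and NF-kB 1.58. Replicate 7 at 1000 cGy had an immediate early score of 0.34. The others were control replicate 7 for neutrophil markers (1.25), control replicate 3 for erythroid markers (0.81), control replicate 2 for missing values (215), replicate 1 at 200 cGy for platelet markers (0.74), replicate 3 at 200 cGy for values at the lowest ratio (17), and replicate 6 at 50 cGy for interferon-stimulated genes (0.45).

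Of 9076 genes, 170 were called at both 50 and 1000 cGy in opposite directions (limma), 108 of them higher at 50 cGy and 62 lower. Among the genes named by rule, the difference of 1000 minus 50 cGy was -0.84 for Ddb2, a nucleotide excision repair gene (0.30 at 50 cGy and -0.53 at 1000 cGy, limma adjusted p = 4.87e-08), 2.74 for the matrix gene Dpt (-1.22 and 1.52, adjusted p = 6.39e-08 from limma), 1.07 for Icam5, an adhesion molecule (-0.69 and 0.39), -0.81 for the T cell adaptor Lat (0.55 and -0.26), -0.77 for the nuclear receptor Nr4a2 (0.40 and -0.37), -0.66 for the ribosomal protein Rpl29 (0.48 and -0.18), 1.30 for the mitochondrial carrier Slc25a24 (-0.68 and 0.63) and -0.80 for the T cell kinase Zap70 (0.40 and -0.40). The call for Ddb2 at 50 cGy was lost without centring and with a replicate block, which pairs nothing beyond a shared number.

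Several lists fall outside the functions the paper discusses, a choice made after their results were seen. Platelet and megakaryocyte markers had mean scores of 1.59 ± 0.40 at 200 cGy and 2.52 ± 0.53 at 1000 cGy (SD, n = 7), immediate early genes 0.48 ± 0.08 at 200 cGy, heat shock and chaperone genes -0.59 ± 0.07 and -0.86 ± 0.14 at 200 and 1000 cGy, and oxidative stress genes 0.61 ± 0.07 and 0.80 ± 0.14. The immediate early call was lost after quantile normalization, and with an estimated correlation none of these calls was kept at an adjusted p under 0.05.

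In 100 splits of the samples, the real one included, no other split gave as many called probes. The counts, with the highest other, were 2219 (129) at 50 cGy, 7156 (4792) at 200 cGy, 11156 (9160) at 1000 cGy, 7820 (1605) for any irradiation, 6499 (3921) for 200 against 50 cGy, 5659 (3534) for 1000 against 200 cGy and 11693 (7612) for 1000 against 50 cGy. For each the share is 1 in 100, the smallest that these splits can give, so chance is unlikely. The splits do not tell dose from anything else that differed between the groups. Called lists were 5 at 50 cGy, reached in 39 splits (highest other 10), and 16 at 1000 cGy, reached in 10 (highest other 17), so for these 2 counts chance is not excluded. Among splits that keep 3 or 4 of the 7 mice of each group together, the highest count was 10 at 50 cGy (73 splits), above the real 5, and 14 at 1000 cGy (75 splits), below the real 16. The 17 lists at 200 cGy were reached in 2 splits, the real one included (highest other 17, median of the others 7). Among 67 splits that keep 3 or 4 of the 7 mice of each group together, the highest count was 14, below the real 17. A share of 2 in 100 is low, but chance is not excluded, as another split called as many lists. Right predictions, with the highest other, were 27 (23) for any irradiation, 14 (12) for each of the 3 doses against control, 27 (24) for 50 cGy against all others and 28 (24) for 1000 cGy against all others, each reached in 1 split of 100, so chance is unlikely. For 200 cGy against all others 22 were right, reached in 3 splits, with 25 in the highest other. A share of 3 in 100 is low as well. But a rule that assigned no mouse to 200 cGy would be right for 21 of the 28 mice. In simulated data for another task with 7 against 21 mice, any irradiation against control, 19 to 22 were right with no difference between the groups. By the number right, chance is therefore not excluded for 200 cGy against all others. But each mouse given 200 cGy had a probability of at least 0.389. Every control and every mouse given 50 cGy had at most 0.00208. These values argue against chance for the separation of 200 cGy from controls and 50 cGy. They do not separate 200 from 1000 cGy, where all wrong calls fell. For the profiles, 11 probes in all 3 doses (9), 28 higher probes in 200 and 1000 cGy (21) and 53 with a further increase (27) were each reached in 1 split, which makes a chance division of the mice unlikely, though unchanged groups set against the same controls shared up to 16 probes in all 3.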

How the results depend on the processing

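Alternatives were set as given in the processing summary, and the lowest ratio as missing was added after seeing the data. The array with the most missing values, among the samples left out in turn as planned, was singled out after seeing them. Array weights raised the probes called at 50 cGy from 2219 to 4343, and the cause was not tested. Camera with an estimated correlation lowered the called lists from 5, 17 and 16 to 0, 7 and 6 at 50, 200 and 1000 cGy. Of 78 list results each, 25 lost their call in this way and 4 after quantile normalization. Quantile normalization reversed 2 log2 fold changes: that of the T cell adaptor (Lat, 200 cGy vs control) from 0.26 to -0.00236, and that of a granzyme of cytotoxic cells (Gzma, 1000 cGy vs control) from 1.11 to -0.58. Of 1975 results for named genes 35 lost their call and 13 gained one. Prediction of any irradiation went from 27 to 28 with selection outside the folds, 25 probes, all probes and no centring. With selection outside the folds 50 cGy against all others went from 27 to 28 and 200 cGy against all others from 22 to 27, and the left-out mouse then takes part in the choice. For 50 cGy against all others the number right fell to 23 with nearest centroid and to 26 with 25 probes, all probes and prior SD 1. Probes in all 3 profiles numbered 11, and 6 with 50 probes, 27 with 200 probes, 19 by limma moderated t and 7 with all probes. Higher probes in the 200 and 1000 cGy profiles numbered 28, and 12 with 50 probes and 59 with 200 probes. A further increase was found in 53 probes, and in 31 with 50 probes, 96 with 200 probes and 23 with all probes. The causes of these moves were not tested. Each sample left out in turn gave 1536 to 2428 probes at 50 cGy, 6755 to 7186 at 200 cGy, 10538 to 11502 at 1000 cGy, 7224 to 8054 for any irradiation, 5593 to 7131 for 200 against 50 cGy, 4184 to 6635 for 1000 against 200 cGy and 11288 to 11848 for 1000 against 50 cGy. With values at the lowest ratio as missing, 2231, 7157 and 11147 probes were called at the 3 doses, and without replicate 7 at 1000 cGy 10853 were called at that dose.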

Differences from the paper's values

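Genes shared by all 3 dose profiles numbered 11, against 5 in the paper. Of the alternatives set before the data were examined, 50 probes (6) and all probes (7) were within 1.5 times of the paper's value, and 200 probes (27), limma moderated t (19), no centring (9) and quantile normalization (9) were not. None gave 5.

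Annotated genes higher in both the 200 and 1000 cGy profiles numbered 13, against 21 in the paper. With 200 probes (25), limma moderated t (23) and quantile normalization (15) the count was within 1.5 times of the paper's, and with 50 probes (7), all probes (13) and no centring (13) it was not. The paper's 21 was first set against all 28 shared higher probes, which is within 1.5 times of it, and the count was changed to the 13 with a gene symbol after the values were seen, since the paper counts annotated genes.

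Genes of the 50 cGy profile with a further increase numbered 53, against 12 in the paper. No setting came within 1.5 times of 12: 31 with 50 probes, 96 with 200 probes, 68 by limma moderated t, 23 with all probes, 40 without centring, 39 after quantile normalization, 50 with means rising at every step and 41 with adjusted p for both higher doses. The paper states no threshold for an increase.

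For 200 cGy against all others 6 of 28 samples were assigned wrongly, against 1 in the paper. Selection outside the folds gave 1, which is the paper's value. The same setting gave 0 for 50 cGy and 0 for 1000 cGy against all others, where the paper has 1 each. Whether the paper chose its genes anew in each fold is not stated. The others gave 4 (25 probes), 7 (200 probes), 4 (all probes), 5 (nearest centroid), 4 (prior SD 1), 5 (no centring) and 5 (quantile normalization).

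For 1000 cGy against all others 0 samples were assigned wrongly, against 1 in the paper. With 200 probes, nearest centroid and no centring the number was 1, which is the paper's value, and with selection outside the folds, 25 probes, all probes, prior SD 1 and quantile normalization it was 0.

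Other differences are not values. The paper states that clustering separated nonirradiated from irradiated samples, while here the first division set controls and 50 cGy apart from 200 and 1000 cGy. Of the 5 genes the paper finds in all 3 profiles, 2 were in all 3 here, Ei24 and Ppp1r2. The probes M300006426 and M300017997 were lower at every dose, with log2 fold changes of -0.81 and -1.03 at 1000 cGy, and the first was in the 50 cGy profile with all probes and without centring, the second with 200 probes. M300015969 was in the 50 cGy profile only.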

Other observations

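Genes of energy metabolism, protein breakdown and cell division moved in both directions. Of 60 oxidative phosphorylation genes, 12 rose and 4 fell at 50 cGy (16 and 8 adjusted over the list alone), 17 and 16 at 200 cGy (18 and 16) and 19 and 24 at 1000 cGy (19 and 24), and the list was called at no dose (limma camera, adjusted p = 0.0749, 0.925 and 0.187). At 200 cGy its median was -0.00 and its mean 0.04. Of 26 proteasome genes, 10 fell and 1 rose at 200 cGy (10 and 1 over the list alone; limma camera, adjusted p = 0.0214, and adjusted p = 0.373 with an estimated correlation), and 14 fell and 2 rose at 1000 cGy (14 and 2; adjusted p = 0.00184 from limma, and adjusted p = 0.256 with an estimated correlation), and both calls were lost after quantile normalization. Of 34 cell cycle and DNA replication genes, 14 rose and 9 fell at 1000 cGy (14 and 9 over the list alone), with a median of 0.32 while the test pointed down (limma camera, adjusted p = 0.455). Of 10 erythroid markers, 3 rose and 2 fell at 1000 cGy (3 and 2), with a median of 0.20 that became -0.04 without centring and -0.36 after quantile normalization, and a test that pointed down (limma camera, adjusted p = 0.898). Of 10 glucocorticoid-responsive genes, 6 rose and 2 fell at 1000 cGy (6 and 2), and the list was called at no dose (limma camera, adjusted p = 0.933, 0.164 and 0.357). Of 14 MHC class I presentation genes, 6 rose and 3 fell at 1000 cGy (6 and 3; limma camera, adjusted p = 0.939). Of 23 immediate early genes, 13 rose and 2 fell at 200 cGy (13 and 2; limma camera, adjusted p = 0.0103, and adjusted p = 0.229 with an estimated correlation). Ddb2, which the paper names for human samples, had -0.25 at 200 cGy (SE 0.100, n = 7).

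The tests of the B cell and neutrophil markers, of profiles with separate controls, of the limit of 100 probes at 50 and 1000 cGy and of the further increase under each alternative setting were chosen after the result was seen. The 3 dose profiles share 11 probes, more than the mean of 4.99 in simulations of unchanged groups against the same controls. The highest of these 100 simulations shared 16, so the count of 11 alone does not exclude the controls that all 3 comparisons share. With separate controls for each dose, 4.00 probes were shared by all 3 profiles on average, against at most 0.632 in simulated groups with no change, which argues against shared controls as the whole cause. Profiles made from separate parts of the mice shared more probes within a dose than between doses, by 7.22 at 50 cGy and 6.75 at 1000 cGy. The SD of the same-dose overlap alone was 2.46 and 3.74 over 50 draws, which reuse the same mice. Both gaps argue against the limit of 100 probes as the whole cause of the differences there, while at 200 cGy the gap of 0.39 cannot decide it. A shared response to radiation stays open as a hypothesis.

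In the 50 cGy profile 53 probes of 69 were higher still at both higher doses. Simulations with no change beyond 50 cGy gave at most 49, and at most 23 with 50 probes (31 found) and 76 with 200 probes (96 found), which argues against chance order of the means as the whole cause in these settings. In the main setting 41 of the 53 were above 50 cGy at both higher doses at an adjusted p under 0.05 from limma. With all probes as candidates 23 were found, and simulations of that setting gave 17.5 on average and up to 41. Without centring 40 were found, and simulations gave 19.5 on average and up to 58. Both counts are above the simulated means but below the highest, so there chance order stays open. After quantile normalization, which gives every array the same spread, 39 of 78 higher probes had a further increase. Simulations of that setting gave 16.4 on average and up to 48, so chance order stays open there too. The wider spread of ratios at higher doses may explain part of the count. With probes chosen on 3 mice per group and measured on the other 4, the number was 40.3 ± 8.52 (SD over 50 draws) of 58.3 on average. For the 50 cGy profile as a whole a graded response to dose stays open. For the list of p53 targets, with centred arrays, the mean score relative to controls rose at each step, though not every member did. It was 0.35 ± 0.07 at 50 cGy, 0.78 ± 0.11 at 200 cGy and 1.38 ± 0.09 at 1000 cGy (SD, 7 mice each). The ranges of 0.18 to 0.40, 0.61 to 0.99 and 1.28 to 1.56 did not overlap.

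B cell markers fell and neutrophil markers rose at 200 and 1000 cGy, though with an estimated correlation the neutrophil list was called at neither dose. A lower share of B cells alone would raise the other cell types alike, but the neutrophil score rose above the T cell score by 3.10 at 1000 cGy (SD of controls 0.639, exact permutation p = 0.000583), which argues against it as the whole cause. A larger share of neutrophils needs every neutrophil marker higher, and the lowest, Ngp, was at 1.67 (SE 0.276), so it may contribute. Isolation of MNCs leaves out most neutrophils, and cell counts were not analysed here. Changes of expression within cells stay open, as the arrays do not tell them from changes in the cells present.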
